# Transcriptome profiling of antiviral immune and dietary fatty acid dependent responses of Atlantic salmon macrophage-like cells

**DOI:** 10.1186/s12864-017-4099-2

**Published:** 2017-09-08

**Authors:** Khalil Eslamloo, Xi Xue, Jennifer R. Hall, Nicole C. Smith, Albert Caballero-Solares, Christopher C. Parrish, Richard G. Taylor, Matthew L. Rise

**Keywords:** Microarray, Nutrigenomics, Teleost fish, Omega-3/omega-6 fatty acids, Poly(I:C), Pathogen recognition, FABP4

## Abstract

**Background:**

Due to the limited availability and high cost of fish oil in the face of increasing aquaculture production, there is a need to reduce usage of fish oil in aquafeeds without compromising farm fish health. Therefore, the present study was conducted to determine if different levels of vegetable and fish oils can alter antiviral responses of salmon macrophage-like cells (MLCs). Atlantic salmon (*Salmo salar*) were fed diets containing 7.4% (FO7) or 5.1% (FO5) fish oil. These diets were designed to be relatively low in EPA + DHA (i.e. FO7: 1.41% and FO5: 1%), but near the requirement level, and resulting in comparable growth. Vegetable oil (i.e. rapeseed oil) was used to balance fish oil in experimental diets. After a 16-week feeding trial, MLCs isolated from fish in these dietary groups were stimulated by a viral mimic (dsRNA: pIC) for 6 h (qPCR assay) and 24 h (microarray and qPCR assays).

**Results:**

The fatty acid composition of head kidney leukocytes varied between the two dietary groups (e.g. higher 20:5n-3 in the FO7 group). Following microarray assays using a 44K salmonid platform, Rank Products (RP) analysis showed 14 and 54 differentially expressed probes (DEP) (PFP < 0.05) between the two diets in control and pIC groups (FO5 vs. FO7), respectively. Nonetheless, Significance Analysis of Microarrays (SAM, FDR < 0.05) identified only one DEP between pIC groups of the two diets. Moreover, we identified a large number (i.e. 890 DEP in FO7 and 1128 DEP in FO5 overlapping between SAM and RP) of pIC-responsive transcripts, and several of them were involved in TLR−/RLR-dependent and cytokine-mediated pathways. The microarray results were validated as significantly differentially expressed by qPCR assays for 2 out of 9 diet-responsive transcripts and for all of the 35 selected pIC-responsive transcripts.

**Conclusion:**

*Fatty acid-binding protein adipocyte* (*fabp4*) and *proteasome subunit beta type-8* (*psmb8*) were significantly up- and down-regulated, respectively, in the MLCs of fish fed the diet with a lower level of fish oil, suggesting that they are important diet-responsive, immune-related biomarkers for future studies. Although the different levels of dietary fish and vegetable oils involved in this study affected the expression of some transcripts, the immune-related pathways and functions activated by the antiviral response of salmon MLCs in both groups were comparable overall. Moreover, the qPCR revealed transcripts responding early to pIC (e.g. *lgp2*, *map3k8*, *socs1*, *dusp5* and *cflar*) and time-responsive transcripts (e.g. *scarb1*-*a*, *csf1r*, *traf5a*, *cd80* and *ctsf*) in salmon MLCs. The present study provides a comprehensive picture of the putative molecular pathways (e.g. RLR-, TLR-, MAPK- and IFN-associated pathways) activated by the antiviral response of salmon MLCs.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4099-2) contains supplementary material, which is available to authorized users.

## Background

Nutritional modulation of fish innate immune responses with different diets (e.g. proteins and amino acids, lipids and fatty acids, carbohydrates, vitamins and minerals) has been well-documented [1, 2]. Fatty acids, notably polyunsaturated fatty acids (PUFAs), play an important role in innate immune responses and the functions of immune cells (e.g. T-cells, B-cells, natural killer cells and macrophages) through various mechanisms (e.g. antigen presentation or phagocytosis) [3, 4]. Dietary omega (n)-3, n-6 or n-9 fatty acids can variably alter (i.e. increase or decrease) the production of ILs (interleukins) and TNF (tumour necrosis factor) as well as the activity (e.g. phagocytosis) and proliferation of leukocytes (e.g. T-cells and macrophages) [3–6]. Indeed, n-3 fatty acids [e.g. eicosapentaenoic acid (EPA, 20:5n-3) and docosahexaenoic acid (DHA, 22:6n-3)] exhibit their inhibitory roles or anti-inflammatory functions through suppressing cytokines (e.g. IL-1b and IL6) and activating anti-inflammatory factors [7]. Importantly, several studies established the EPA- and DHA-dependent suppression of pathogen-associated molecular pattern (PAMP)-induced responses via NFKB (nuclear factor kappa-B) signalling in mammalian macrophages [8, 9]. On the other hand, n-6-derived eicosanoids play pro-inflammatory roles in immune responses [10]. Hence, optimal levels of n-3/n-6 fatty acids contribute to a balanced immune response.

Similar to other vertebrates, fishes must acquire essential polyunsaturated fatty acids (e.g. linoleic acid, linolenic acid, EPA and DHA) from the diet [1]. Aquaculture production has been steadily growing [11], although over-fishing and the dramatic collapse of many marine fish stocks have led to the limited supply of marine ingredients that provide the required long chain n-3 fatty acids in aquafeeds [12, 13]. Hence, there is an increasing trend toward replacing fish oils with vegetable oils in fish diets. Diets containing high levels of vegetable oils may have low levels of some essential n-3 fatty acids (e.g. EPA and DHA) and an unbalanced n-6/n-3 ratio. In mammals, different ratios of dietary n-6/n-3 were shown to change the fatty acid composition of plasma, as well as immune function and macrophage activation [14, 15]. Correspondingly, the consumption of vegetable oil-rich diets can cause some variation in fish immunological responses and resistance to pathogens in a species- and lipid source-dependent manner [1, 16]. For example, there was reduced leukocyte phagocytic activity and increased expression of the *mx* gene (i.e. myxovirus resistance, interferon-inducible gene) in response to viral mimic stimulation in sea bream (*Sparus aurata*) fed soybean and linseed oil containing diets compared to fish oil [17]. Higher levels of vegetable oil in the diet up-regulated the expression of *tlr3* (*toll-like receptor 3*) and *tlr7* in head kidney of polyriboinosinic polyribocytidylic acid (pIC)-injected Atlantic salmon (*Salmo salar*) [18]. On the other hand, Booman et al. [19] reported that camelina oil-containing diets (replacement of 40 or 80% of fish oil with camelina oil) did not change the antiviral immune response of Atlantic cod (*Gadus morhua*) at the transcriptome level.

The production of Atlantic salmon, one of the most economically important aquaculture finfish species, is increasing worldwide [20]. The largest proportion of fish oil used in the global aquaculture industry is consumed by farmed Atlantic salmon [12, 13], but this usage (e.g. forage fish equivalents needed to produce a unit of salmon) has been declining over the last two decades [13]. Still, there is a need to further decrease the level of fish oil in salmon aquafeed, and also to determine if the immune physiology (e.g. antiviral response) of salmon is influenced by lower EPA + DHA intake. Previous studies have demonstrated that the replacement of fish oil with soybean or rapeseed oils does not change the susceptibility of Atlantic salmon to bacterial (*Aeromonas salmonicida*) infection, the phagocytic activity of macrophages, or cytokine (TNF and IL-1B) expression of lipopolysaccharide (LPS)-stimulated head kidney leukocytes (HKLs) in this species [21, 22]. Since Atlantic salmon is susceptible to several viral pathogens [e.g. infectious salmon anaemia virus (ISAV)], it is of paramount importance to determine if replacement of fish oil with vegetable oil in the diet can alter salmon antiviral responses. To address this issue, we used two diets (FO7: 7.4% fish oil; FO5: 5.1% fish oil) which were relatively low in EPA + DHA: 1.4% and 1% of the diet; 4.74% and 3.57% of the fatty acids, respectively. They contained lower EPA + DHA levels compared to a previous study [21], and were close to the EPA + DHA requirement level (4.4% of fatty acids) of Atlantic salmon [23]. Salmon diets formulated by Ruyter et al. [24] with 0 to 2% EPA + DHA as a proportion of diet resulted in a significant non-linear correlation with growth. Their data indicate the growth response maximises around 1.25% EPA + DHA as a proportion of the diet, which is near the middle of our formulated range. When measured, the proportion of EPA + DHA in our diet FO5 was 3.57% of total fatty acids, and in diet FO7 it was 4.74%, which represents an increase of a third. Growth data in two long-term trials by Rosenlund et al. [23] suggest Atlantic salmon require dietary EPA + DHA at 2.7 to 4.4% of total fatty acids. Our diet fatty acid proportions are situated on both sides the 4.4% value. The low EPA + DHA diets used in the current experiment were associated with comparable growth performance of salmon and may be regarded as practical diets for salmon farming. We used rapeseed oil as the vegetable oil source in the present study. Rapeseed oil is one of the most suitable candidates for fish oil substitution in Atlantic salmon feed since it contains n-3 fatty acids (~7%) and high levels of monounsaturated fatty acids (~63% MUFA) that increase its resistance to oxidation and provide the required energy for fish [25–27].

Macrophages play key roles in innate immune responses of fish through pathogen recognition, cytokine production and phagocytosis [28], and their functions can be greatly affected by dietary fatty acids [6]. Microarray analyses may be used to assess global gene expression changes associated with immunological responses [29], yielding a comprehensive picture of molecular pathways activated by an immune stimulus in cells. Microarray analyses were previously employed to profile the transcriptome responses of salmon macrophage-like cells to ISAV infection [30, 31]. The present study aimed to characterise the transcriptome and physiological response of Atlantic salmon macrophage-like cells to a viral mimic, and the immunomodulatory effect of low dietary EPA + DHA on these cells, using microarrays, real-time quantitative polymerase chain reaction (qPCR), fatty acid analysis, and cellular assays (e.g. phagocytosis).

## Methods

### Fish and experimental diets

Two diets (5 mm pellets) with different levels of fish oil (i.e. FO7: 7.4% and FO5: 5.1% of the diet), and therefore different levels of DHA and EPA (i.e. FO7: 1.41% and FO5: 1.00% of the diet), were formulated and produced by EWOS [EWOS Innovation (now Cargill Innovation Center), Dirdal, Norway] for use in this study (Table 1).

**Table 1:** The composition of experimental diets

Ingredients	omega-3LC1.4 (FO7) %	omega-3LC1 (FO5) %
Fish meal	5	5
Animal byproduct	21.6	21.4
Vegetable protein	33.3	33.8
Fish oil	7.4	5.1
Vegetable oil	19.9	22.1
Binder	10.4	10.4
Premix	2.4	2.4
EPA + DHA content	1.41	1
Fatty acids %^a^		
14:0	1.96 ± 0.011	1.42 ± 0.011
16:0	7.83 ± 0.034	7.34 ± 0.030
16:1n-7	1.92 ± 0.006	1.52 ± 0.006
18:0	2.30 ± 0.021	4.38 ± 0.059
18:1n-7	2.40 ± 0.059	2.57 ± 0.015
18:1n-9	41.25 ± 0.067	43.41 ± 0.147
18:2n-6	15.74 ± 0.036	16.56 ± 0.038
18:3n-3	6.34 ± 0.024	6.69 ± 0.016
20:1n-9	4.29 ± 0.014	3.41 ± 0.021
20:5n-3	2.47 ± 0.012	1.82 ± 0.015
22:1n-11(13)	4.57 ± 0.021	2.88 ± 0.322
22:1n-9	0.73 ± 0.005	1.00 ± 0.288
22:6n-3	2.27 ± 0.018	1.75 ± 0.035

^a^Data (mean ± SE) expressed as area percentage of identified FAME (fatty acid methyl esters) on an as-fed basis, for fatty acids present at ≥1.00% of total

Atlantic salmon smolts were transported from a local farm and held at the JBARB (Dr. Joe Brown Aquatic Research Building, Ocean Sciences Centre, St. John’s, Newfoundland, Canada) in a 3800 L tank for four months, using a flow-through seawater system. Two weeks prior to the beginning of the experiment, fish were PIT (passive integrated transponder) tagged and then randomly distributed into eight 620 L tanks (40 fish per tank and 4 replicate tanks per dietary group). Fish [initial weight (*n* = 160; mean ± SE): FO7, 178.64 ± 2.2 g; FO5, 179.28 ± 2.39 g] were fed to satiation using the experimental diets twice a day at ~12 °C and under 12-h light photoperiod for 16 weeks. Fish growth performance (i.e. fish fork length and weight) was measured at the beginning and the end of the 14 week feeding trial, and fish were held under the experimental conditions for 2 extra weeks before cell isolation and sampling; water quality parameters (e.g. temperature and oxygen saturation) were checked daily during the feeding trial. Fish growth did not significantly vary between FO7 and FO5 groups after 14 weeks of the feeding trial [final weight (mean ± SE): FO7, 340.6 ± 5.97 g (*n* = 138); FO5, 339.7 ± 6.21 g (*n* = 140)]. Fish were subjected to starvation 24 h before any handling or sampling. Fish were also anesthetized using MS222 (50 mg L^−1^; Syndel Laboratories, Vancouver, BC, Canada) before any handling procedures.

All procedures in the current study were approved by Memorial University of Newfoundland’s Institutional Animal Care Committee, according to the guidelines of the Canadian Council on Animal Care.

### Macrophage-like cell isolation

Atlantic salmon anterior (head) kidney cells were isolated as in previous studies on salmon macrophages [32–34] with some modifications. Briefly, Atlantic salmon were euthanized with an overdose of MS222 (400 mg L^−1^; Syndel Laboratories). After dissection, the head kidney was removed and transferred into Leibovitz-15+ (L-15+; Gibco, Carlsbad, CA, USA) medium supplemented with 2% fetal bovine serum (FBS; Gibco), 10 U ml^−1^ heparin (Sigma-Aldrich, St. Louis, MO, USA) and 100 U ml^−1^ penicillin and 100 μg ml^−1^ streptomycin (Gibco). Head kidney samples were then minced using 100 μm nylon cell strainers (Thermo Fisher Scientific, Waltham, MA, USA), and the resulting cell suspension was washed and pelleted by centrifugation at 400×g for 5 min at 4 °C. The cell suspension was centrifuged on a discontinuous 34/51% Percoll gradient (GE Healthcare, Uppsala, Sweden) at 400×g for 30 min in 4 °C, and the interface enriched in monocyte/macrophage-like cells was collected. The cells were washed twice (400×g for 5 min at 4 °C) and suspended in L-15+ with 2% FBS and without heparin.

The cells were counted using a hemocytometer and then seeded into 6-well plates (Corning™, Corning, NY, USA) at an equal density of 3 × 10^7^ viable cells (in 2 ml L-15+) per well. The cell viability was above 96% as determined by a trypan blue (Sigma-Aldrich) exclusion method. The cells were cultured overnight (16 h) at 15 °C, and the non-adherent cells were removed by washing the plates 3 times with L-15+. The cells were then cultured in L-15+ containing 5% FBS at 15 °C. Monocyte/macrophage-like cells are henceforth referred to as macrophage-like cells (MLCs).

### Sampling and stimulation of MLCs in dietary groups for gene expression analysis

Two fish per replicate tank in each dietary group were used for pIC stimulation and global gene expression analyses (i.e. 8 biological replicates per group). MLCs of each fish were isolated as previously described in the cell isolation section, and the cells were seeded in 6-well plates (i.e. 3 × 10^7^ cells per well). A stock solution of pIC [Sigma-Aldrich; 10 mg ml^−1^ in phosphate-buffered saline (PBS)] was prepared. Starting 24 h after seeding, MLCs isolated from each fish were exposed to PBS (control) or 10 μg ml^−1^ pIC (i.e. 1 μl of the stock solution per ml of L-15+) at 15 °C. Samples from each individual were lysed by pipetting using 800 μl of TRIzol (Invitrogen, Burlington, Ontario, Canada) at 6 (*n* = 6) and 24 (*n* = 8) h post-stimulation (HPS). Since the number of cells isolated from 2 individuals (out of 8 fish) in each dietary group was not enough for seeding 4 culture wells, the pIC- and PBS-treated cells from these individuals were only sampled at 24 HPS. The collected samples were kept at −80 °C until RNA extraction and analyses. An overview of the experimental design is illustrated in Additional file 1: Fig. S1.

Based upon a pilot study described in the last section of methods (i.e. determination of time-dependent response of salmon MLCs to pIC), 24 HPS was used as the main time point for microarray and qPCR analyses, and 6 HPS samples were collected to assess the early pIC response of a subset of microarray-identified transcripts selected for qPCR validation.

### Sampling of MLCs for cellular activity analyses

In addition, MLCs were isolated from 11 fish fed the FO7 diet and 9 fish fed the FO5 diet (from 4 tanks in FO7 and 3 tanks in FO5). We excluded one of the FO5 replicate tanks from sampling since fish in that tank were exposed to hypoxia stress after the first sampling (i.e. gene expression sampling; see the cell isolation section). The isolated cells were seeded in 6-well plates at an equal density of 10^7^ viable cells per well.

#### Phagocytosis assay

Starting 24 h after seeding, MLCs were washed once in culture medium, and 1 μm Fluoresbrite YG (yellow-green) microspheres (Polysciences, Warrington, PA) were added at a ratio of 1:30 (cell: microsphere) [35]. Twenty-four hours after microsphere exposure and culturing at 15 °C, MLCs were rinsed with culture medium and de-adhered using 500 μl of trypsin-EDTA (0.25%; Thermo Fisher Scientific, Waltham, MA). Thereafter, the trypsinized MLCs were diluted in 5 ml of culture medium, centrifuged (5 min at 500×g) at 4 °C and re-suspended in 500 μl of fluorescence-activated cell sorting (FACS) buffer (PBS + 1% FBS). Fluorescence was detected and analysed from 10,000 cells using a BD FACS Aria II flow cytometer and BD FACS Diva v7.0 software (BD Biosciences, San Jose, CA). The percentage of cells that phagocytized beads, as well as the number of beads phagocytized per cell, were determined as FITC positive events. Cell death was assessed as propidium iodide (PI) positive events, and the dead cells were excluded from analyses.

#### Respiratory burst (RB) assay

MLCs were rinsed once with culture medium and then incubated in 500 μl of respiratory burst assay buffer (L-15 media +1% BSA + 1 mM CaCl_2_) for 15 min. One microlitre of dihydrorhodamine 123 (DHR) (5 mg ml^−1^) was diluted in 1 ml of PBS and used as a stock solution; then, 50 μl of the solution were added to the cells for 15 min. DHR is a non-fluorescent dye that becomes fluorescent rhodamine under reactive oxygen conditions. Following DHR addition, 200 μM of phorbol myristate acetate (PMA), or PBS for a negative control, was added to MLCs for 45 min to stimulate reactive oxygen species (ROS) production [36]. Afterwards, MLCs were removed from the plates using trypsin-EDTA, and re-suspended in FACS buffer (PBS + 1% FBS) as described in the phagocytosis assay section. Fluorescence detection and analyses were performed using 10,000 cells, a BD FACS Aria II flow cytometer and BD FACS Diva v7.0 software (BD Biosciences). The negative control cells were used to set the baseline for non-ROS producing cells. The percentage of MLCs that produced ROS was determined as cells with rhodamine fluorescence levels greater than the negative control, and PI positive cells were excluded from analyses.

### Fatty acid analysis

HKLs were sampled from 4 replicate FO7 tanks (11 individuals) and 3 replicate FO5 tanks (10 individuals), as explained in the cell isolation section. After Percoll gradient centrifugation (see the Macrophage-like cell isolation section of methods), the interface was taken and pelleted by centrifugation at 400×g for 5 min at 4 °C. The pelleted cells were re-suspended in PBS, and washed twice in a glass tube by centrifugation at 400×g for 5 min at 4 °C. The resulting HKLs, enriched in monocyte/macrophage-like cells, were covered with 3 ml of chloroform (HPLC-grade), and the headspace of each tube was filled with nitrogen. Thereafter, the tubes were capped tightly, sealed using Teflon tape and stored at −20 °C until lipid extraction.

#### Lipid and fatty acid analyses

Lipid content of the samples was extracted based on Parrish [37]. Lipid class composition of the samples was determined using an Iatroscan Mark VI TLC–FID (Mitsubishi Kagaku Iatron, Inc., Tokyo, Japan) [38]. The fatty acid profile of the samples was measured after fatty acid methyl ester (FAME) derivatization as previously described by Hixson et al. [39]. We also used reagents and equipment similar to Hixson et al. [39] for lipid and fatty acid analyses.

The lipid class and fatty acid data were analysed using SPSS v16.0.0 (Armonk, North Castle, NY). Firstly, the normality of data was assessed using the Kolmogorov-Smirnov normality test. The differences between lipid class and fatty acid profile of HKLs of fish in different dietary groups were determined using an unpaired t-test (*p* ≤ 0.05).

### RNA extraction and purification

Total RNA was extracted from the TRIzol-lysed samples following the manufacturer’s instructions. To degrade any residual genomic DNA, total RNA samples were treated with 6.8 Kunitz units of DNase I (RNase-Free DNase Set, Qiagen, Mississauga, Ontario, Canada) with the manufacturer’s buffer (1X final concentration) at room temperature for 10 min. DNase-treated RNA samples were column-purified using the RNeasy MinElute Cleanup Kit (Qiagen) following the manufacturer’s instructions. RNA integrity was verified by 1% agarose gel electrophoresis, and RNA purity was assessed by A260/280 and A260/230 NanoDrop UV spectrophotometry. Column-purified RNA samples had A260/280 and A260/230 ratios above 1.8.

### Microarray experimental design and hybridization

MLCs, isolated from 6 individuals (i.e. samples from three replicate tanks) in each dietary group, and stimulated with pIC or PBS for 24 h, were subjected to microarray analyses [i.e. 12 samples from each dietary group (6 pIC and 6 PBS), 24 samples in total; see Additional file 1: Fig. S1]. The microarray experiment was designed and performed according to the MIAME guidelines [40]. These analyses were carried out using the consortium for Genomic Research on All Salmonids Project (cGRASP)-designed Agilent 44K salmonid oligonucleotide microarray [41] as described in Xue et al. [42]. Briefly, anti-sense amplified RNA (aRNA) was in vitro transcribed from 800 ng of each individual sample RNA (DNase-treated and column-purified) using the Amino Allyl MessageAmp™ II aRNA Amplification Kit (Ambion, Carlsbad, CA, USA) following the manufacturer’s instructions. The quality and quantity of the aRNAs were checked by agarose gel electrophoresis and NanoDrop spectrophotometry. Amplified RNA from all 24 samples (i.e. 10 μg from each sample) was pooled and used as a common reference in this experiment. Twenty micrograms of aRNA (i.e. experimental samples or common reference) were precipitated, using standard ethanol precipitation methodology, and re-suspended in coupling buffer. Thereafter, the experimental samples were labelled with Cy5 (GE Healthcare Life Sciences, Buckinghamshire, UK), and the common reference was labelled with Cy3 (GE Healthcare Life Sciences), following the manufacturer’s instructions. The efficiency of labelling and aRNA concentration were assessed using spectrophotometry (i.e. microarray feature in NanoDrop). The labeled aRNA (i.e. 825 ng) from each experimental sample was mixed with an equal amount of labelled aRNA from the common reference, and the resulting pool was fragmented following the manufacturer’s instructions (Agilent, Mississauga, ON). Each labelled aRNA pool (i.e. an individual sample and common reference) was co-hybridized to a 44K microarray at 65 °C for 17 h with rotation (10 rpm) using an Agilent hybridization oven.

### Microarray data acquisition and analysis

The microarray slides were scanned at 5 μm resolution with 90% of laser power using a ScanArray Gx Plus scanner and ScanExpress v4.0 software (Perkin Elmer, Waltham, Massachusetts, USA), and the Cy3 and Cy5 channel photomultiplier tube (PMT) settings were adjusted to balance the fluorescence signal. The raw data were saved as TIFF images, and the signal intensity data were extracted using Imagene 9.0 (BioDiscovery, El Segundo, California, USA). Using R and the Bioconductor package marray, the low-quality or flagged spots on the microarray were discarded from datasets, followed by log_2_-transformation and Loess-normalization of data [19]. Thereafter, probes with absent values in more than 25% of all 24 arrays were omitted from the dataset, and the missing values were imputed using the EM_array method and the LSimpute package [19, 43, 44]. The final dataset that was used for statistical analyses consisted of 12,983 probes for all arrays (GEO accession number: GSE93773).

The differentially expressed probes (DEP) between different treatments were determined using Significance Analysis of Microarrays (SAM) [45] and Rank Products (RP) [46, 47]. We used the Excel add-in SAM package (Stanford University, CA) and two-class comparison analysis with a false discovery rate (FDR) cutoff of 0.05 to identify the diet-responsive transcripts between groups (i.e. FO7, PBS vs. FO5, PBS; and FO7, pIC vs. FO5, pIC) and pIC-responsive transcripts within groups (e.g. FO7, PBS vs. FO7, pIC). The diet- and pIC-responsive transcripts were also found using RP analysis at a percentage of false-positives (PFP) threshold of 0.05, as implemented by the Bioconductor package. The resulting significant transcript lists were re-annotated using contigs or singletons [41] that were used for designing the given informative 60mer oligonucleotide probes on the array.

The BLASTx searches of NCBI’s non-redundant (nr) amino acid sequence database (E-value <1e-05) were carried out using Blast2GO software (BioBam Bioinformatics S.L., Valencia, Spain) [48, 49]. The resulting BLASTx hits were mapped to gene ontology (GO) terms of pIC-responsive transcripts in each dietary group (GO Biological Process level 2). GO enrichment analysis was performed (Fisher’s exact test, FDR cutoff of 0.05) using Blast2GO software. The Ancestor Chart feature of QuickGO (http://www.ebi.ac.uk/QuickGO) was used to categorise and select a subset of enriched GO terms related to immunity. We used the Pearson correlation and complete linkage clustering function in the Genesis software (Rockville, Maryland, USA) [50] for the hierarchical clustering of median-centred data of DEP as described in Booman et al. [19].

### qPCR validation

Transcript levels of a subset of genes identified as differentially expressed in the microarray analyses were validated using qPCR. These genes included a subset of diet-responsive up- or down-regulated transcripts identified by RP analysis. Additionally, pIC-responsive transcripts (e.g. up- and down-regulated) that are involved in different molecular functions (e.g. pathogen recognition, signal transduction, transcription factors and immune effectors) and immune pathways [e.g. IFN (interferon) and TLR] were selected for qPCR validation (Additional file 2: Table S1). These transcripts were mainly selected from pIC-responsive transcripts in both dietary groups, and overlapping between the SAM and RP analyses. We assessed the expression of two transcripts (*tlr3* and *tlr7*) that play important roles in dsRNA signalling pathways but were absent from the microarray platform. In addition, *mx-b* was included in the qPCR analyses since this showed a dietary rapeseed-dependent expression in head kidney of pIC-stimulated salmon in our previous study [18]. Transcript levels of these genes of interest (GOIs) were measured in all of the samples (i.e. both PBS- and pIC-treated) from each dietary group collected at both 6 and 24 HPS.

First-strand cDNA templates for qPCR were synthesized in 20 μl reactions from 800 ng of DNaseI-treated, column-purified total RNA using random primers (250 ng; Invitrogen) and M-MLV reverse transcriptase (200 U; Invitrogen) with the manufacturer’s first-strand buffer (1X final concentration) and DTT (10 mM final concentration) at 37 °C for 50 min.

All PCR amplifications were performed in 13 μl reactions using 1X Power SYBR Green PCR Master Mix (Applied Biosystems, Burlington, Ontario, Canada), 50 nM of both the forward and reverse primers, and the indicated cDNA quantity (see below). Amplifications were performed using the ViiA 7 Real-Time PCR system (384-well format) (Applied Biosystems); the real-time analysis program consisted of 1 cycle of 50°C for 2 min, 1 cycle of 95 °C for 10 min and 40 cycles of 95 °C for 15 s and 60 °C for 1 min, with fluorescence detection at the end of each 60 °C step.

The qPCR assays used in the current study were designed and performed following MIQE guidelines [51]. Primers used in this study were designed using Primer3web v4.0.0 (http://primer3.ut.ee/) (Additional file 2: Table S1). The performance and amplification efficiencies of all primer pairs were tested prior to use in the experimental studies. Briefly, for diet-responsive transcripts, they were assessed using a cDNA template generated from a pool of 8 individuals from pIC- and PBS-stimulated samples at 24 HPS from both dietary groups; for pIC-responsive up-regulated transcripts, they were assessed using a cDNA template generated from a pool of 6 individuals from pIC-stimulated samples at 24 HPS from both dietary groups; for pIC-responsive down-regulated transcripts, they were assessed using a cDNA template generated from a pool of 6 individuals from PBS-stimulated samples at 24 HPS from both dietary groups. The standard curves for all primer pairs (i.e. GOIs and candidate normalizers) were generated using a 5-point, 3-fold serial dilution of the given cDNA template (starting with cDNA representing 10 ng of input total RNA) as well as a no-template control. The primer quality tests were performed in triplicate. Only primer pairs generating an amplicon with a single melting peak, no primer-dimer present in the no-template control, and an acceptable amplification efficiency (i.e. 80–110%) [52] were used for qPCR analyses (Additional file 2: Table S1).

Transcript levels of the GOIs were normalized to transcript levels of two endogenous control genes. To select these endogenous controls, qPCR primers pairs were designed for seven candidate normalizers, [i.e. *actb* (*beta-actin*), *rpl32* (*60S ribosomal protein 32*), *ef1a1* (*elongation factor 1 alpha-1*), *pabpc1* (*polyadenylate-binding protein cytoplasmic 1*), *eif3d* (*eukaryotic translation initiation factor 3 subunit D*), *tubg1* (*tubulin gamma-1*) and *ntf2* (*nuclear transport factor 2*)], and quality tested as described above. Thereafter, the fluorescence threshold cycle (C_T_) values of 50% of the experimental samples (including PBS- and pIC-treated samples at both 6 and 24 HPS from both dietary groups) were measured in duplicate for each of these transcripts using cDNA representing 3.2 ng of input total RNA, and then analysed using geNorm in the qBase software [53]. Two transcripts, *eif3d* and *rpl32*, were expressed comparably (i.e. with the lowest M-values; measure of transcript expression stability) in all samples tested and thus were selected as the normalizers for the experimental qPCR assays.

When primer quality testing and normalizer selection were completed, qPCR analyses of transcript (mRNA) expression levels of the GOIs were performed. In all cases, cDNA representing 3.2 ng of input RNA was used as template in the PCR reactions. On each plate, for every sample, the GOIs and endogenous controls were tested in triplicate, and a plate linker sample (i.e. a sample that was run on all plates in a given study) and a no-template control were included. The relative quantity (RQ) of each transcript was determined using the ViiA 7 Software Relative Quantification Study Application (Version 1.2.3) (Applied Biosystems), with normalization to both *eif3d* and *rpl32* transcript levels, and with amplification efficiencies incorporated. For each GOI, the sample with the lowest normalized expression (mRNA) level was set as the calibrator sample (i.e. assigned an RQ value = 1).

RQ values of each transcript of interest were subjected to statistical analyses. Prior to analyses, the normality of data was checked using the Kolmogorov-Smirnov normality test. A two-way ANOVA test was applied to analyse qPCR results between dietary groups (e.g. FO7, PBS vs. FO5, PBS), whereas the significant differences within each dietary group (between pIC and PBS) were assessed using a repeated measures two-way ANOVA test. These analyses were followed by Sidak multiple comparison post hoc tests to determine significant differences (*p* ≤ 0.05) in the time- and treatment-matched results between dietary groups as well as the significant differences in time-matched pIC or PBS groups within each dietary group and within pIC and PBS groups at different time points. All data analyses of qPCR results in the current study were conducted in the Prism package v6.0 (GraphPad Software Inc., La Jolla, CA, USA).

### Determination of time-dependent response of salmon MLCs to pIC

Prior to the diet-related experiment and to determine the time-dependent response to pIC, salmon MLCs were isolated from 4 individuals, weighing 1.78 ± 0.09 kg, as described in the cell isolation section. The resulting cells were seeded into 35 mm (i.e. similar size to one well of a 6-well plate) culture dishes (Corning™) at an equal density of 3 × 10^7^ viable cells per dish. MLCs from each individual were incorporated into all groups and sampling points. After 24 h of culture, MLCs were treated with PBS or 10 μg ml^−1^ pIC (Sigma-Aldrich) (stimulative dose of pIC for salmon MLCs [54]); then, the samples were collected at 3, 6, 12, 24 and 48 HPS by removing the medium and adding 800 μl of TRIzol (Invitrogen). RNAs were extracted as described previously. The expression of selected biomarker genes [i.e. *gig1*, *mx*, *viperin* and *lgp2* (*RNA helicase lgp2*)] involved in the antiviral immune response was assessed by qPCR (see the qPCR validation section).

Expression levels of all of the assayed antiviral biomarker transcripts were significantly up-regulated by pIC at 12 HPS, peaked at 24 HPS and were significantly lower within the pIC group at 48 HPS compared to 24 HPS (data not shown). Since the peak of pIC response in salmon macrophages occurred at 24 HPS, this time point was chosen for the global gene expression analyses of pIC-stimulated MLCs in the diet-related experiment. Additionally, there were non-significant increases in expression of *gig1*, *mx* and *viperin* and a significant up-regulation of *lgp2* in response to pIC at 6 HPS (data not shown); therefore, since the early pIC response in salmon MLCs occurred at 6 HPS, this time point was included in the qPCR studies.

## Results

### Phagocytosis and RB

In this study, the phagocytosis and RB of the salmon MLCs were not significantly influenced by diet (Fig. 1).

**Fig. 1:**
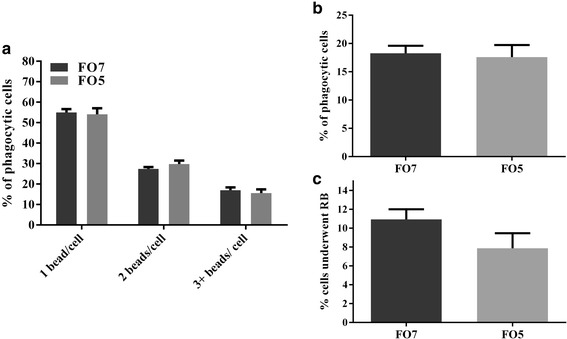
Cellular functions of macrophage-like cells (MLCs) isolated from salmon in FO7 and FO5 dietary groups. Data are presented as mean ± SE. ﻿No significant differences (*p* > 0.05) were found between groups, using an unpaired t-test. **a** phagocytosis of MLCs based on the number of the beads ingested by phagocytic cells, **b** The percentage of phagocytic salmon MLCs in dietary groups, **c** The percentage of salmon MLCs in each dietary group that underwent respiratory burst (RB)

### Lipid and fatty acid analyses

There were some differences in the composition of lipid classes in HKLs isolated from salmon fed different levels of dietary vegetable oil (Table 2). The proportion of free fatty acids of HKLs was significantly higher in the FO5 group (1.99 ± 0.44%) than in the FO7 group (0.58 ± 0.16%) (Table 2). There was a significant increase in sterols of the cells isolated from salmon on FO5 diet compared to those on FO7 diet (Table 2). However, HKLs of salmon in the FO5 group had lower phospholipid proportions compared to the FO7 group. The phospholipids were found to be the most dominant lipid class in salmon HKLs. The between-group variations in other lipid classes (i.e. hydrocarbons and triacylglycerols) of salmon in this experiment were not statistically significant (Table 2).

**Table 2:** Lipid class and fatty acid composition of salmon head kidney leukocytes (HKLs) in different dietary groups

Lipid class %	FO7	FO5	*p* value
Hydrocarbons	0.76 ± 0.104	0.43 ± 0.177	0.110
Triacylglycerols	0.83 ± 0.182	1.94 ± 0.641	0.124
Free fatty acids	0.58 ± 0.162	1.99 ± 0.442	**0.012**
Sterols	11.38 ± 0.318	12.51 ± 0.371	**0.032**
AMPL^a^	5.71 ± 0.787	6.06 ± 0.909	0.777
Phospholipids	80.74 ± 0.816	76.80 ± 1.695	**0.044**
Fatty acids %^b^			
14:0	1.17 ± 0.027	0.97 ± 0.030	**< 0.0001**
15:0	0.24 ± 0.003	0.22 ± 0.005	**0.001**
16:0	18.28 ± 0.189	17.96 ± 0.245	0.314
16:1n-7	0.77 ± 0.032	0.73 ± 0.050	0.473
17:0	0.21 ± 0.004	0.21 ± 0.005	0.200
16:4n-1	2.19 ± 0.289	2.08 ± 0.356	0.814
18:0	6.36 ± 0.110	6.45 ± 0.149	0.621
18:1n-9	17.08 ± 0.337	17.81 ± 0.349	0.151
18:1n-7	3.15 ± 0.031	3.16 ± 0.043	0.840
18:2n-6	4.58 ± 0.084	4.93 ± 0.142	**0.041**
18:3n-6	0.20 ± 0.005	0.27 ± 0.011	**< 0.0001**
18:3n-3	0.76 ± 0.025	0.79 ± 0.038	0.568
18:4n-3	0.26 ± 0.008	0.30 ± 0.023	0.073
20:1n-9	1.14 ± 0.037	0.98 ± 0.036	**0.005**
20:2n-6	0.63 ± 0.020	0.63 ± 0.030	0.922
20:3n-6	1.57 ± 0.046	1.88 ± 0.078	**0.003**
20:4n-6	5.23 ± 0.152	5.67 ± 0.190	0.080
20:4n-3	0.56 ± 0.017	0.55 ± 0.018	0.739
20:5n-3	6.37 ± 0.150	5.77 ± 0.131	**0.008**
22:1n-11(13)	0.24 ± 0.024	0.32 ± 0.062	0.232
22:1n-9	0.27 ± 0.051	0.46 ± 0.112	0.131
22:5n-3	0.74 ± 0.027	0.69 ± 0.023	0.245
22:6n-3	23.74 ± 0.448	23.00 ± 0.473	0.271
24:1	0.72 ± 0.024	0.74 ± 0.029	0.450
Bacterial	1.14 ± 0.047	1.05 ± 0.049	0.196
Σ SFA^c^	26.41 ± 0.298	25.94 ± 0.399	0.346
Σ MUFA^d^	24.48 ± 0.397	25.25 ± 0.482	0.229
Σ PUFA^e^	48.53 ± 0.594	48.28 ± 0.624	0.774
Σ LC n-3^f^	31.58 ± 0.551	30.16 ± 0.531	0.080
Σ LC n-6	7.68 ± 0.171	8.47 ± 0.226	**0.012**
LCn-6/ LCn-3	0.24 ± 0.005	0.28 ± 0.007	**0.001**
P/S	1.84 ± 0.040	1.87 ± 0.047	0.662
Σ n-3	33.43 ± 0.583	32.13 ± 0.449	0.098
DHA/EPA ratio	3.74 ± 0.087	4.00 ± 0.102	0.068

Values are mean ± SE﻿. Bold *p* values indicate a significant (*p* < 0.05) difference between groups

^a^Acetone mobile polar lipids

^b^Data are expressed as area percentage of identified FAME (fatty acid methyl ester), for fatty acids that were present at ≥0.2% of the total

^c^Saturated fatty acid

^d^Monounsaturated fatty acid

^e^Polyunsaturated fatty acid

^f^Long chain n-3

Other fatty acids present at <0.2%: 15:0, *i*16:0, 16:1n-5, *i*17:0, *ai*17:0, 16:2n-4, 17:1, 18:2n-4, 18:3n-4, 20:0, 20:3n-3, 22:0, 22:5n-6

HKLs isolated from salmon in both dietary groups showed a comparable profile for many fatty acids (Table 2). However, significant changes were found in some fatty acids between the two groups. For example, linoleic acid (18:2n-6) and dihomo-gamma-linolenic acid (20:3n-6) were higher in HKLs isolated from fish in the FO5 group than those of FO7. Nonetheless, EPA (20:5n-3) of salmon HKLs decreased in the FO5 group compared to FO7 group (Table 2). The sum of long-chain n-6 fatty acids (LCn-6) and the LCn-6/LCn-3 ratio of HKLs significantly increased in the FO5 group compared to the FO7 group.

### Microarray results

#### The diet-responsive transcripts in salmon MLCs

To identify diet- and pIC-responsive transcripts in salmon MLCs, we analysed the expression data using both SAM and RP. 

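Head kidney MLCs, the adherent macrophage-like cells of the head kidney, were profiled from 12 Atlantic salmon, 6 fish fed FO7 (7.4% fish oil, 1.41% EPA + DHA) and 6 fed FO5 (5.1% fish oil, 1.00% EPA + DHA) for 16 weeks. The cells of each fish were divided between a PBS culture and a culture with 10 µg/ml of pIC, a synthetic double-stranded RNA, and were collected after 24 h, giving 24 arrays in 12 pairs. On each array the RNA of a sample was labelled with Cy5 and the common reference, a pool of all samples, with Cy3, and the dyes were never exchanged. The deposited spot intensities are scanner signals and local backgrounds that the authors neither background-corrected nor normalized. A deposited table holds the authors' loess-normalized log2 ratios, without imputed values. The array carries 43689 probes for transcripts, of which 36348 to 37573 per sample were unflagged. The Cy5 signal was above the local background mean plus 2 SD for 80.1 to 91.4% of probes per array, and the median signal was 8.36 times its background in the median array. These signals and the 6 fish per group limit the precision of each value. For the values given with the results, signals were corrected by normexp with an offset of 50, turned into log2 ratios of Cy5 to Cy3 and normalized by loess within arrays. Flagged spots were set to missing. Probes missing on at most 25% of the arrays and above background on at least 6 arrays were tested, 35122 in all. The same-numbered PBS and pIC arrays of a diet were treated as cultures of the same fish. After removal of the group means, the PBS and pIC arrays of a fish were correlated across probes (which are not independent replicates). In the 12 fish, r lay between 0.25 and 0.60. The mean r of a PBS array with the pIC arrays of the other fish of its diet was at most -0.05. Removing group means pulls that mean below 0 when the own r is positive, so it is no separate check. The arrays of a fish also shared a slide, so r may not come from the fish alone. Each of 6 slides held the 4 arrays of 1 fish number, that is, a PBS and a pIC array of each diet, so the slides are balanced for diet and for stimulation. PBS arrays always lay at array positions 1 or 3 of a slide and pIC arrays at positions 2 or 4, so position cannot be separated from stimulation. The paper states that the 6 fish of a diet came from 3 replicate tanks, and the labels do not give the tank of a fish. Tests between diets therefore treat fish that shared a tank as independent, and tank effects may enter their p-values.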

Only one DEP was found by SAM between the two diets (FO5/FO7) in pIC-stimulated samples (i.e. *transmembrane protein 115 ­like*; 1.87-fold up-regulated in FO5). 

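SAM called 0 probes between the diets in the PBS groups and 2 in the pIC groups at an FDR of 0.05. Both were higher in FO5 and have no name in the tables used. Probe C020R097 was 1.67 higher in FO5 on the log2 scale, with all 5 FO5 fish that had a value above all 5 FO7 fish. For probe C258R150 the difference was 1.62, again with 6 of 6 FO5 fish above all 6 FO7 fish. With the authors' deposited values, SAM called 1 probe in the pIC groups, C241R117, 1.88-fold higher in FO5 and above all FO7 fish in 6 of 6 FO5 fish. limma called 0 probes between the diets in either culture (adjusted p of 0.05), while 960 probes in PBS and 1640 in pIC had an unadjusted p under 0.05, where chance alone gives 1756.1. The test of whether the response to pIC differed between the diets also called 0 probes (779 at an unadjusted p under 0.05). It did not pair the cultures of a fish, and it does not show that the responses were equal. RP called 32 probes in the PBS groups, 17 higher and 15 lower in FO5, and 67 in the pIC groups, 52 higher and 15 lower. Without background correction RP called 24 and 19 probes in the PBS and pIC groups. Single fish moved these counts. The 2 SAM calls in pIC fell to 0 without FO5 fish 1, 3, 5 or 6 or FO7 fish 1. In PBS, SAM called 2 probes without FO5 fish 4, 2 without FO7 fish 1 and 1 without FO7 fish 6. The RP count in pIC was 39 without FO5 fish 6, 43 without FO7 fish 6, 115 without FO7 fish 2 and 126 without FO7 fish 3, and in PBS it stayed between 22 and 40. More of these RP probes in pIC were lower than higher in FO5 without FO7 fish 1 (34 higher and 64 lower), FO7 fish 2 (46 and 69) and FO7 fish 3 (43 and 83). In PBS the balance went from 25 higher and 15 lower without FO5 fish 5 to 7 and 19 without FO5 fish 3. Both SAM calls in pIC without FO7 fish 5 were lower in FO5. limma called 2 probes between the diets in pIC without FO5 fish 2 and 1 without FO5 fish 4.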

RP identified 14 and 54 DEP (PFP < 0.05) between the two diets in the PBS and pIC groups, respectively (Fig. 2). However, most (12 out of 14) of the diet-responsive probes between the PBS treatments were also differentially expressed between the pIC groups of the two diets, and they showed a similar expression trend (i.e. up- or down-regulation response to a given diet) in both comparisons. 

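Of the probes that RP called here between the diets, 22 were called in both cultures out of 77 called in at least 1 of them, and all 22 differed in the same direction in PBS and in pIC. The PBS and pIC cultures came from the same fish, so these comparisons share their biological replicates, and in 94 of 100 drawn splits of the fish (the real split included) all shared probes likewise had the same direction. The count of shared probes fell most without background correction, to 4, all of the same direction, and was 9 with the authors' deposited values, again all of the same direction.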

Additional file 3: Table S2 shows the diet-responsive probes in the pIC and PBS groups. 

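The copy of Table S2 analysed is complete, with 56 probes. All 14 of its PBS probes and all 54 of its pIC probes were among those tested, and every one of them had the direction that Table S2 gives. RP called 11 of the 14 and 12 of the 54 from the normexp-corrected values, and 14 of the 14 and 24 of the 54 from the authors' deposited values.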

Transcripts involved in lipid metabolism (e.g. *fatty acid-binding protein, adipocyte*; *fabp4*) as well as immune responses (e.g. *Fc receptor-like protein* *2 * and *MHC-I*) were identified as DEP by RP. 

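Besides the probes for *fabp4*, *Fc receptor-like protein 2* (*fcr2*) and *MHC-I*, Table S2 holds 4 probes for enzymes of sterol synthesis (methylsterol monooxygenase 1, lathosterol oxidase and lanosterol 14-alpha demethylase) and 17 probes whose hits are tropomodulin-4, ammonium transporters Rh, band 3 and uroporphyrinogen-III synthase, grouped here as red blood cell transcripts. The study chose these probes on the same arrays, so tests on them are not independent evidence. The sterol synthesis probes were higher in FO5 by a median of 0.54 on the log2 scale in PBS (range 0.36 to 0.79) and 0.83 in pIC (range 0.80 to 0.95), with 4 of 4 probes higher in each culture. The p from camera with a preset correlation of 0.01 was 1.75e-05 in PBS and 6.93e-09 in pIC (Benjamini-Hochberg over 4 tests, 2.33e-05 and 2.77e-08). The red blood cell probes had a median of -0.14 in PBS (14 of 17 lower in FO5, camera p = 0.213) and -0.86 in pIC (17 of 17 lower, p = 4.41e-07, Benjamini-Hochberg 8.82e-07). fry, which estimates the correlation between probes, gave 0.0368 and 0.00263 for sterol synthesis in PBS and pIC (Benjamini-Hochberg 0.0736 and 0.0105) and 0.836 and 0.255 for the red blood cell probes, so after adjustment only the sterol synthesis call in pIC held under fry. In the mean of a list per fish, the sterol synthesis difference between 6 and 6 fish had an exact two-sided permutation p of 0.0216 in each culture (Benjamini-Hochberg 0.0433), and the red blood cell difference 0.848 in PBS and 0.260 in pIC. These permutations treat all fish as independent, although fish of a diet shared tanks. With median centring in place of loess, the red blood cell median in PBS changed sign to 0.18. It also changed sign without FO5 fish 3 (0.02), FO5 fish 6 (0.06), FO7 fish 4 (0.15) or FO7 fish 5 (0.20).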

A subset of 9 diet-responsive transcripts was subjected to qPCR validation.

**Fig. 2:**
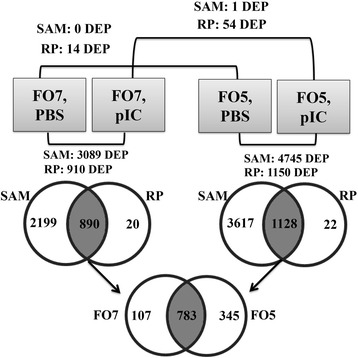
Overview of microarray results. The diet- and pIC-responsive probes identified by SAM (FDR < 0.05) and RP (PFP < 0.05) analyses. The differentially expres﻿sed probes (DEP) by diet and pIC are shown in Additional file 3: Table S2 and Additional file 4: Table S3, respectively

#### The pIC-responsive transcripts in salmon MLCs

Additional file 4 Table S3 presents the pIC-responsive probes within FO5 or FO7 groups. SAM showed 3089 DEP (FDR < 0.05) by pIC within the FO7 group (pIC vs. PBS), whereas RP identified 910 DEP (PFP < 0.05) within this group (3109 DEP in total). Also, SAM found 4745 DEP (FDR < 0.05) by pIC within the FO5 group (pIC vs. PBS), but RP identified 1150 DEP (PFP < 0.05) in this group (4767 DEP in total). Venn diagrams showed that 890 and 1128 DEP overlapped between the SAM and RP significant pIC-responsive gene lists of FO7 and FO5 groups, respectively. Between these pIC-responsive probes, 107 and 345 of them were only identified as SAM- and RP-overlapped in the FO7 and FO5 groups, respectively. Figure 2 illustrates the microarray results and overlapping pIC-responsive probes between experimental groups and analyses methods. SAM and RP apply distinct approaches to detect DEP in microarray experiments [45, 46], and the overlap of transcripts identified by both techniques represent very high-trust gene lists (i.e. few false positives) as demonstrated by Brown et al. [47]. Therefore, the microarray-identified pIC-responsive probes that overlapped between the SAM and RP analyses in each group were subjected to further functional analyses (i.e. GO analysis and Fisher’s exact test)

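From the normexp-corrected values of the 35122 probes, SAM called 4236 probes by pIC within FO7, 2765 up-regulated and 1471 down-regulated, and 6745 within FO5, 3463 up-regulated and 3282 down-regulated. RP called 1657 probes within FO7 (1123 up and 534 down) and 2004 within FO5 (1238 up and 766 down). limma called 3848 probes within FO7 (2238 up and 1610 down) and 4706 within FO5 (2551 up and 2155 down). Of the 5611 probes that limma called in at least 1 diet, 2943 were called in both, all in the same direction. Of the 905 probes called in FO7 only, 871 changed in the same direction in FO5, and of the 1763 called in FO5 only, 1695 did so in FO7. Median centring in place of loess moved the limma counts to 1495 in FO7 (1103 up and 392 down) and 2764 in FO5 (875 up and 1889 down), so the balance of up- and down-regulation in FO5 depended on it. With the fish as a block they were 5582 and 6713. The SAM balance in FO5 turned to more down- than up-regulated probes with the authors' deposited values (2740 up and 2845 down), the fish as a block (4247 and 4300) and an s0 of 0 (3491 and 3789). Without background correction, the SAM counts were 2034 and 3968 and the RP counts 827 and 946. With each fish left out in turn, SAM called between 3041 and 3528 probes in FO7 and between 5031 and 5990 in FO5.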

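By both SAM and RP, 1593 probes were called within FO7 and 1958 within FO5. The sets shared 1328 probes, with 265 called by both methods in FO7 only and 630 in FO5 only, 2223 in all. With the authors' deposited values of 13259 probes, both methods called 930 probes in FO7 and 1144 in FO5, of which 799 were shared, 131 were called in FO7 only and 345 in FO5 only. A probe called in 1 diet only is not shown to differ between the diets.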

#### Hierarchical clustering analyses of microarray results

Hierarchical clustering analyses were performed to determine if samples isolated from a dietary group shared a similar transcriptome profile. We used the whole microarray dataset (Fig. 3a), the pIC-responsive probes (i.e. 1235 DEP) identified by both SAM and RP (Additional file 5: Fig. S2) and a subset of pIC-responsive transcripts involved in response to cytokine (i.e. transcripts associated with cellular response to cytokine stimulus and/or response to cytokine GO terms; Fig. 3b) for hierarchical clustering analyses. Samples from pIC or PBS treatments of both dietary groups showed similar transcriptome profiles (i.e. whole microarray dataset), as they were only clustered together according to the stimulation groups (Fig. 3a). 

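For the PBS and pIC samples separately, the correlation of each pair of fish across the median-centred probes was compared within and between diets. In PBS, the mean correlation was -0.07 between fish of the same diet and -0.03 between fish of different diets, a difference of -0.04 (exact one-sided permutation p = 0.989 over all splits of the 12 fish, for same-diet fish being closer). In pIC the difference was -0.02 (exact one-sided permutation p = 0.781). In the tree of all 24 samples by Pearson correlation and complete linkage, all 24 were separated by stimulation, and this held with average linkage, without background correction, without the filter on dim probes and with the authors' deposited values. Among the PBS samples, the largest branch that held fish of only 1 diet had 2 FO7 fish, and no branch held more than 1 FO5 fish alone. With the deposited values, such branches held 2 FO7 fish and 3 FO5 fish, and the difference in mean correlation was -0.05 (exact one-sided permutation p = 0.970). The nearest sample of a PBS sample came from its own diet for 3 of 12 fish, or 6 of 12 with the deposited values.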

The majority of the samples in PBS treatment of each diet (i.e. 5 samples in FO5 and 4 samples in FO7) grouped closely together (Fig. 3a), indicating similar constitutive global gene expression of MLCs isolated from a given diet; however, this diet-related clustering was not found in pIC-stimulated samples (Fig. 3a). 

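For the probes called by both SAM and RP in at least 1 diet, the mean correlation between fish of the same diet minus that between fish of different diets was -0.05 in PBS (exact one-sided permutation p = 0.976) and 0.02 in pIC (exact one-sided permutation p = 0.271, for same-diet fish being closer). Without background correction, the difference was 0.05 in PBS (exact one-sided permutation p = 0.0519) and 0.04 in pIC (exact one-sided permutation p = 0.126). With the authors' deposited values it was -0.06 in PBS (exact one-sided permutation p = 0.981) and -0.02 in pIC (exact one-sided permutation p = 0.606).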

Using a subset of the pIC-responsive probes (Additional file 5: Fig. S2), the samples were separated into two clusters based upon their stimulation group (i.e. pIC and PBS), and no grouping was detected based on the dietary treatment. Similar results were observed for clustering of samples using a subset of 53 pIC-responsive probes with putative roles in response to cytokines [i.e. transcripts associated with cellular response to cytokine stimulus (GO:0071345) and/or response to cytokine (GO:0034097) GO terms] (Fig. 3b).

**Fig. 3:**
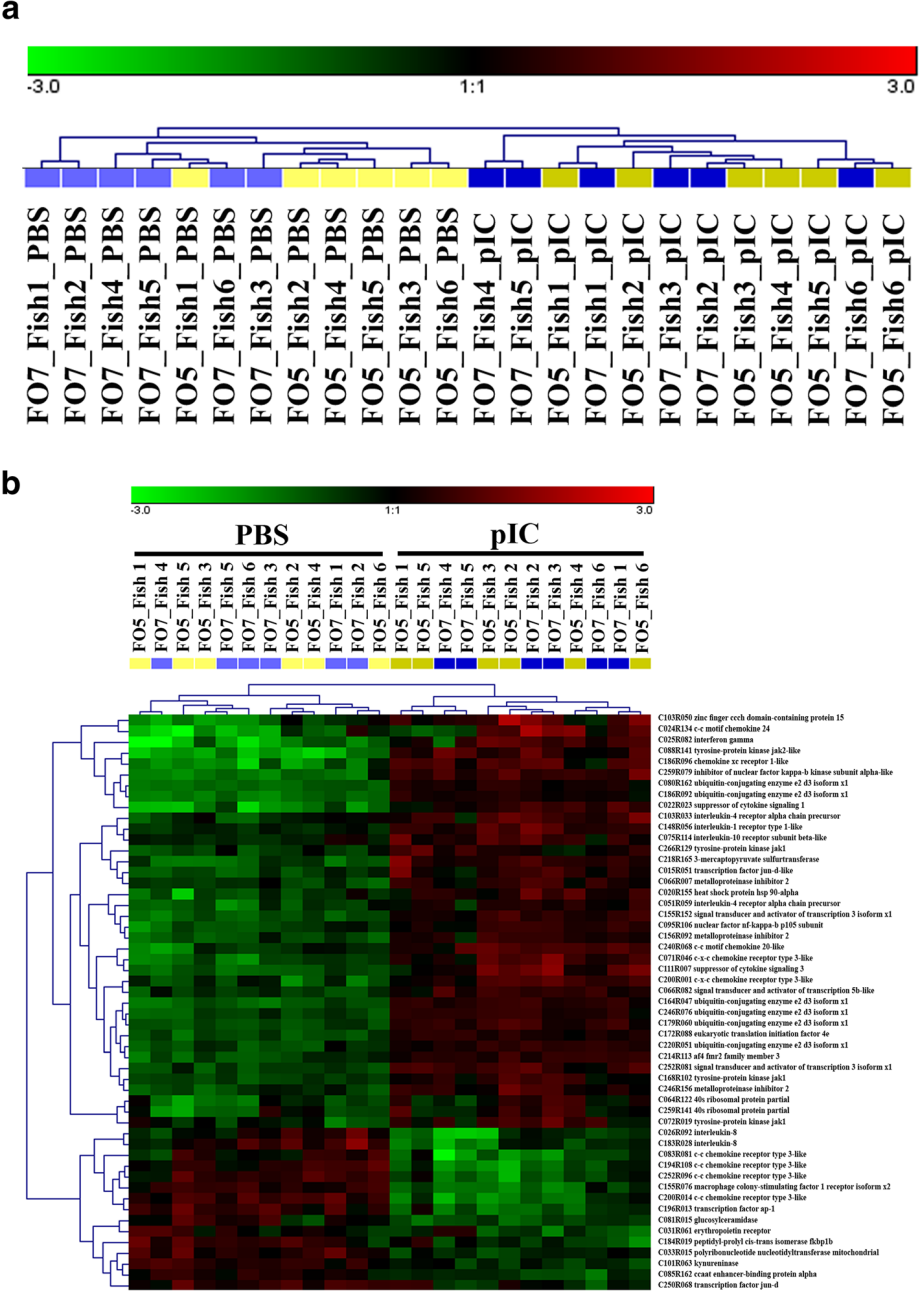
Hierarchical clustering analyses; **a** Clustering of samples using the whole microarray dataset; **b** Clustering of samples based on a subset of pIC-responsive transcripts involved in Cytokine-mediated pathway [i.e. associated with GO terms “cellular response to cytokine stimulus” (GO:0071345) and/or “response to cytokine” (GO:0034097)]; the transcript names are derived from the significant BLASTx hits (E-value <1e-05) as implemented by Blast2GO. Coloured blocks at the top of the figures indicate the dietary and stimulation groups: light blue, PBS FO7; dark blue, pIC FO7; light yellow, PBS FO5; dark yellow, pIC FO5

#### GO terms and GO enrichment analyses of pIC-responsive transcripts in dietary groups

GO terms (i.e. Molecular Function, Biological Process, or Cellular Component categories) of DEP by pIC treatment in each dietary group were obtained (see Additional file 4: Table S3). The GO annotation distributions (Biological Process level 2) of pIC-responsive transcripts overlapping between SAM and RP analyses in each dietary group were created (Additional file 6: Fig. S3). The proportions of pIC-responsive transcripts associated with different GO annotation (e.g. signalling and immune system process) in the FO7 group were highly comparable to those of the FO5 group.

The Fisher’s exact test (FDR < 0.05) was used to determine the over- and under-represented GO terms of the pIC-responsive transcripts (i.e. overlapped between SAM and RP) in each dietary group compared to the whole array. This analysis showed 110 and 117 significantly enriched GO terms by pIC stimulation in the FO7 and FO5 groups, respectively (see Additional file 7: Table S4). Moreover, 88 enriched GO terms by pIC treatment overlapped in both lists and they shared a similar trend (i.e. over- or under-represented GO terms) between two dietary groups (see Additional file 7: Table S4 and Table 3). Some GO terms (e.g. intracellular organelle and cytoskeleton) in the Cellular Component category were significantly under-represented in both groups. A subset of enriched GO terms that were associated with immune responses is presented in Table 3. GO terms involved in immune responses [e.g. cytokine receptor activity, chemokine receptor activity, response to cytokine, chemokine-mediated signalling pathway and MyD88 (myeloid differentiation primary-response gene 88)-independent Toll-like receptor signalling pathway] were significantly over-represented in pIC-responsive gene lists of both dietary groups (Table 3). Nonetheless, GO terms associated with Toll-like receptor 3 signalling pathway and negative regulation of type I interferon production were only significantly over-represented in the pIC-responsive transcript list of the FO7 group (see Table 3), and this may be influenced by the lower number of pIC-responsive probes identified in FO7 compared to that in FO5.

**Table 3:** An immune-related subset of enriched GO terms of pIC-responsive transcripts (overlap between SAM and RP analyses) within each dietary group

GO ID	GO Term^a^	Category^b^	Number of probes with GO^c^		Over/Under
			Test FO7	Test FO5	
GO:0004950	chemokine receptor activity	F	**8**	**8**	OVER
GO:0004896	cytokine receptor activity	F	**11**	**14**	OVER
GO:0071345	cellular response to cytokine stimulus	P	**37**	**43**	OVER
GO:0070098	chemokine-mediated signaling pathway	P	**9**	**9**	OVER
GO:0034097	response to cytokine	P	**40**	**50**	OVER
GO:0045647	negative regulation of erythrocyte differentiation	P	**5**	**5**	OVER
GO:0030219	megakaryocyte differentiation	P	**9**	**9**	OVER
GO:0035666	TRIF-dependent toll-like receptor signaling pathway	P	**8**	**8**	OVER
GO:0002756	MyD88-independent toll-like receptor signaling pathway	P	**8**	**8**	OVER
GO:0006954	inflammatory response	P	**25**	**29**	OVER
GO:0034138	toll-like receptor 3 signaling pathway	P	**8**	8	OVER
GO:0002250	adaptive immune response	P	**15**	16	OVER
GO:0019221	cytokine-mediated signaling pathway	P	**24**	27	OVER
GO:0032480	negative regulation of type I interferon production	P	**6**	6	OVER

^a^This subset of enriched GO terms associated with immune responses was selected using Ancestor Chart feature of the QuickGO website (http://www.ebi.ac.uk/QuickGO). The full list of enriched GO terms is presented in Additional file 7: Table S4

^b^F: Molecular Function and P: Biological Process

^c^Numbers of probes annotated with each GO term in pIC-responsive gene list overlapping between SAM and RP of each dietary group. Bold numbers indicate a significant over-representation (Fisher’s exact test, FDR < 0.05) in the pIC-responsive gene list of the given dietary treatment, compared to the whole 44K salmon microarray. Total number of probes annotated with at least 1 GO term was 666 and 865 for FO7 and FO5 groups, respectively

### qPCR validation

#### Diet-responsive transcripts

A subset of 9 diet-responsive transcripts identified by RP analysis was subjected to qPCR validation (Fig. 4). Table 4 represents the comparison between microarray and qPCR results for these 9 transcripts. 

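On the array, Table 4 represents *fabp4*, *fcr2*, *fadox* (FAD-linked sulfhydryl oxidase ALR), *lgmn*, *tmod4* (tropomodulin-4), *sc5d*, *pld4*, *MHC-I* and *psmb8* by 1 probe each. RP called 6 of the 6 probes that Table 4 lists for PBS and 5 of the 8 for pIC, the exceptions in pIC being *sc5d*, *lgmn* and *tmod4*. With the authors' deposited values it called 6 of 8 in pIC, all but *pld4* and *tmod4*. SAM called none of the 9 probes in either culture. For *fabp4* (probe C108R146), the log2 ratio to the reference was -2.02 ± 1.40 (SD, n = 6 fish) in FO7 and 0.34 ± 1.01 (SD, n = 6) in FO5 in PBS. The log2 difference was 2.36 in PBS (limma, standard error 0.60, adjusted p = 1.00) and 2.05 in pIC (standard error 0.60, adjusted p = 0.771). FO7 fish 6 lay within the range of the FO5 fish in both cultures. For *fcr2* (probe C148R063), the difference was 1.66 in PBS (standard error 0.46, adjusted p = 1.00) and 1.75 in pIC (standard error 0.44, adjusted p = 0.633). For *MHC-I* (probe C027R162), the difference was -1.57 in PBS and -1.58 in pIC (standard error 0.66 for each, adjusted p = 1.00 for each). The FO5 fish 1, 3 and 6 had log2 ratios of -3.44, -3.42 and -3.30 in PBS, whereas the other FO5 fish, 2, 4 and 5, had -0.42, -0.23 and -0.17 and lay among the FO7 fish (-1.28 to 0.56). The *sc5d* probe (C001R074) differed by 0.95 in pIC (standard error 0.26, adjusted p = 0.694) and 0.45 in PBS. The *fadox* (C126R012) difference was 1.10 in PBS, with an exact two-sided permutation p of 0.0909. The *lgmn* (C146R053) difference was 0.61 and the *tmod4* (C096R058) difference -1.09 in pIC, with exact two-sided permutation p of 0.357 and 0.230. The spots of *lgmn* were above background on 3, 5, 1 and 2 of 6 arrays in FO7 PBS, FO5 PBS, FO7 pIC and FO5 pIC and those of *tmod4* on 4, 3, 4 and 2 of 6, so the values of both rest in part on dim spots. For *pld4* (C153R016), the difference was -0.98 in PBS and -1.06 in pIC (standard error 0.75 for each). Its FO5 fish 1 to 6 had log2 ratios of 1.08, 0.46, -2.65, 0.35, -2.51 and -3.77 in PBS. In exact two-sided permutation tests of the fish, with saturated spots kept, p was 0.0130 in PBS and 0.0152 in pIC for *fabp4*, 0.0108 in each culture for *fcr2*, 0.0173 in pIC for *sc5d* and 0.0974 and 0.0693 for *MHC-I*. Adjusted over the list alone, the 18 tests of the 9 probes gave Benjamini-Hochberg p of 0.0623 or more. The list was chosen on the same arrays, so these p are not independent evidence.

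**Figure D1:**
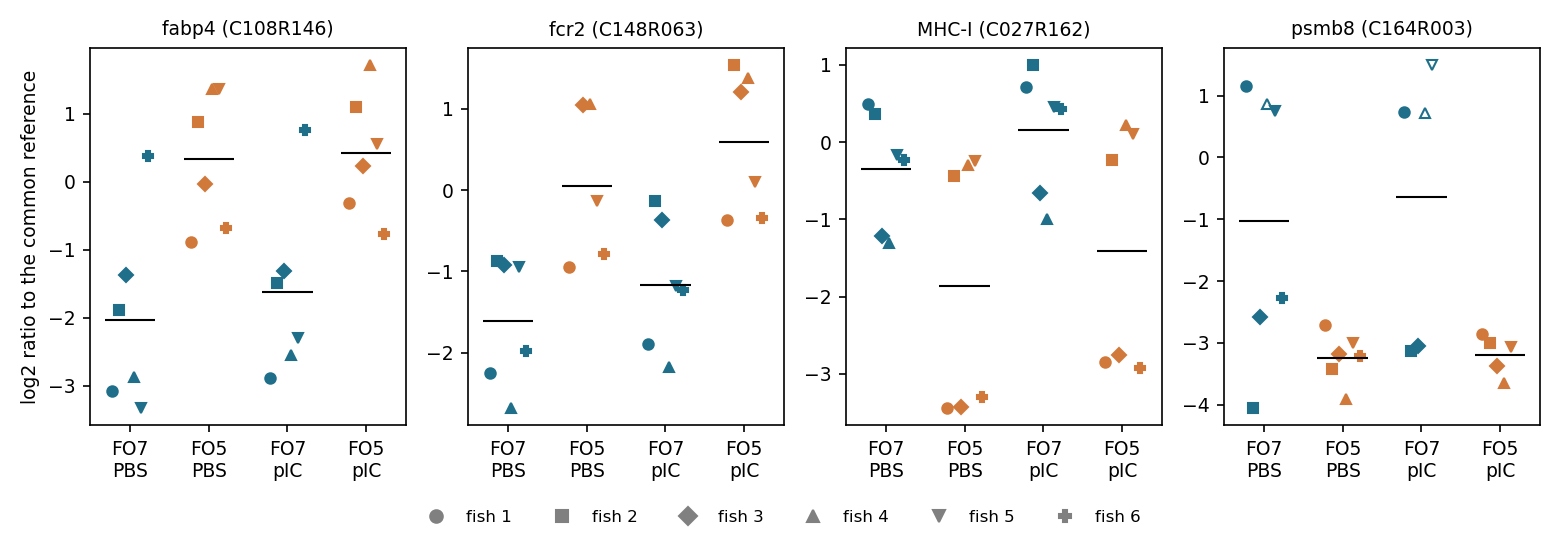
Log2 ratio to the common reference of the *fabp4*, *fcr2*, *MHC-I* and *psmb8* probes in each fish (symbols) by diet and stimulation, with group means as lines and open symbols for saturated spots. FO5 fish 1, 3 and 6 stand apart from the other FO5 fish in *MHC-I*, in PBS and in pIC.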

All of the qPCR-assayed diet-responsive transcripts, except for *MHC-I*, showed similar fold-change directions (up- or down-regulation) to microarray results (Table 4). The microarray results were significantly validated for 2 (i.e. significant differential expression) of the studied transcripts. The expression of *fabp4* significantly increased in both the PBS and pIC groups (5.2- and 4.3-fold, respectively) of the FO5 diet at 24 HPS, compared to those of the FO7 diet (Fig. 4b). On the contrary, *psmb8* (*proteasome subunit beta type-8*) expression was strongly suppressed by the FO5 diet in PBS- and pIC-stimulated salmon MLCs at 24 HPS, and the level of this transcript was very low or undetectable by the qPCR assays in the majority of the samples in the FO5 group (Fig. 4g). 

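The *psmb8* probe (C164R003) differed by -1.89 on the log2 scale in PBS (limma, standard error 0.76, adjusted p = 1.00) and -1.39 in pIC (standard error 0.91, adjusted p = 1.00). Saturated spots were left out of these values, 1 in PBS and 2 in pIC, all of FO7 fish. With them kept, the differences were -2.22 and -2.55 (exact two-sided permutation p = 0.0519 for 12 fish in PBS and 0.0714 for 10 fish in pIC). A saturated Cy5 signal understates the ratio and a saturated Cy3 signal overstates it. Which of them was saturated was not told apart, so the direction of any bias is not known. The log2 ratio in PBS was -3.23 ± 0.41 (SD, n = 6) in FO5, and every FO5 fish lay between -3.91 and -2.71 with saturated spots kept. In the FO7 fish 1 to 6 it was 1.15, -4.06, -2.58, 0.87, 0.76 and -2.27 in PBS, the value of fish 4 from a saturated spot. In pIC, the FO7 fish 1 to 5 had 0.74, -3.12, -3.05, 0.73 and 1.50, those of fish 4 and 5 from saturated spots, and fish 6 had no value. In pIC, FO7 fish 2 and 3 lay within the range of the FO5 fish, -3.65 to -2.85. RP, which fills missing values from other probes, called the probe raised by pIC in FO7, although the log2 change there was -0.44 in limma with saturated spots left out and 0.38 with them kept.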

The RP result for *lgmn* (*legumain-like*) was not confirmed at 24 HPS, but an up-regulation similar to the microarray results was seen at 6 HPS in the pIC-treated MLCs of salmon fed FO5 diet (1.83-fold increase) compared to those fed FO7 diet (Fig. 4d and Table 4). Also, *sc5d* (*lathosterol oxidase*) and *pld4* (*phospholipase d4*) expression did not vary between the dietary treatments, but these transcripts were shown by both microarray and qPCR to be down-regulated (in at least one of the dietary groups) by pIC stimulation at 24 HPS (Fig. 4e and i; Additional file 4: Table S3).

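By pIC, the *sc5d* probe changed by -0.75 on the log2 scale in FO7 (limma, standard error 0.26, adjusted p = 0.0664, lower in 6 of 6 fish) and -0.25 in FO5 (adjusted p = 0.608, lower in 5 of 6 fish), and SAM called it in FO7, as did limma with the fish as a block (adjusted p = 0.00445). The *pld4* probe (C153R016) changed by -0.46 in FO7 and -0.55 in FO5 (standard error 0.75 for each, adjusted p = 0.802 and 0.711), lower in 6 of 6 fish of each diet, and RP called it in FO5. With the fish as a block, the *pld4* change was past the threshold in FO7 and FO5 (adjusted p = 0.0294 and 0.00946). As a difference of group means, the *pld4* change in FO5 was 0.24 with scale normalization between arrays and 0.07 with the authors' deposited values, where FO5 fish 6 has a value in PBS only and the 5 fish with both values were all lower after pIC.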

**Fig. 4:**
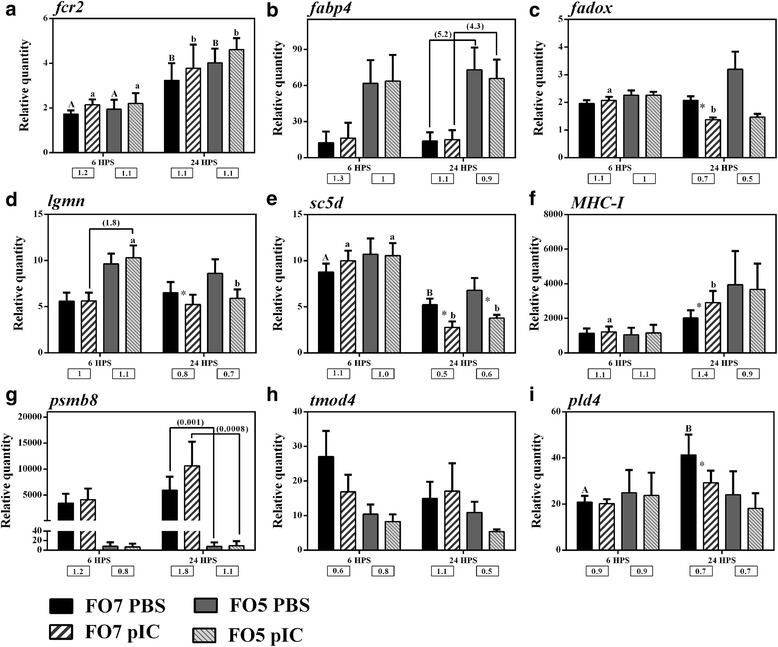
qPCR for transcripts identified by microarray as diet-responsive. Data are presented as mean ± SE. Fold changes on the line connecting the stimulation-matched treatments of two diets show the significant differences between PBS or pIC of dietary groups (*p* < 0.05). An asterisk represents significant difference between time-matched pIC and PBS groups in each dietary treatment (*p* < 0.05). Different letters (upper-case for PBS and lower-case for pIC) indicate the significant differences within PBS or pIC group of a dietary treatment over time (*p* < 0.05). The fold-change (pIC/control) values are shown below the figures. The presented legend describes the dietary (i.e. FO7 and FO5) and treatment (i.e. PBS and pIC) groups of all panels. **a**) *fcr2*; **b**) *fabp4*; **c**) *fadox*; **d**) *lgmn*; **e**) *sc5d*; **f**) *MHC-I*; **g**) *psmb8*; **h**) *tmod4*; **i**) *pld4*

**Table 4:** Comparison between the microarray and qPCR results of a subset of 9 diet-responsive transcripts identified by Rank Product (RP)

Microarray Probe ID	Name	FO5/FO7, Microarray fold-change PBS@ 24 HPS^1^	FO5/FO7, Microarray fold-change pIC @ 24 HPS^1^	FO5/FO7, qPCR fold-changePBS @ 6 HPS	FO5/FO7, qPCR fold-change pIC @ 6 HPS	FO5/FO7, qPCR fold-change PBS @ 24 HPS	FO5/FO7, qPCR fold-change pIC @ 24 HPS	qPCR, *p* value PBS^2^	qPCR, *p* value pIC^2^
C148R063	*Fc receptor-like protein 2* (*fcr2*)	3.63	3.72	1.13	1.03	1.24	1.21	0.42	0.53
C108R146	*fatty acid-binding protein, adipocyte (fabp4)*	2.72	2.98	4.99	3.91	5.29*	4.39*	0.0012	0.003
C126R012	*FAD-linked sulfhydryl oxidase ALR-like (fadox)*	2.21	–	1.15	1.09	1.54	1.07	0.082	0.22
C001R074	*lathosterol oxidase (sc5d)*	–	1.96	1.22	1.06	1.30	1.36	0.15	0.36
C146R053	*legumain (lgmn)*	–	1.83	1.72	1.83*	1.32	1.13	0.024^3^	0.022
C096R058	*tropomodulin-4-like (tmod4)*	–	0.43	0.38	0.49	0.73	0.31	0.039^3^	0.064
C153R016	*phospholipase d4 (pld4)*	0.43	0.47	1.19	1.17	0.58	0.62	0.46	0.56
C027R162	*MHC class I antigen*	0.29	0.32	0.92	0.95	1.95	1.26	0.44	0.72
C164R003	*proteasome subunit beta type-8 (psmb8)*	0.28	0.23	0.0024	0.0016	0.0013*	0.00088*	0.011	0.016

^1^The fold changes between PBS- or pIC-matched groups of FO5 and FO7 at the same time (FO5/FO7). A dash (−) represents no differential expression between groups for a given comparison in microarray analyses

^2^The *p* values of qPCR results as implemented by two-way ANOVA between PBS- and pIC-matched groups of dietary treatments

^3^The significant *p* values were observed for PBS-matched groups of dietary treatments, but no significant difference was found by Sidak multiple comparisons post hoc test

*Significant difference (*p* < 0.05) between pIC- and PBS-matched groups of dietary treatments in qPCR assay

#### pIC-responsive transcripts

The qPCR results of pIC-responsive transcripts are presented based on their functions (e.g. receptors and transcription factors) in immune pathways (Figs. 5, 6, 7 and 8). These pIC-responsive transcripts were selected for qPCR validation from transcripts identified by both SAM and RP in both dietary groups (783 DEP; see Fig. 2), except for *cd209d* (RP-identified in the FO5 group), and *stat1* and *irf7* (SAM-identified in both diet groups). 

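The *cd209d* probe named in the part of Table S3 analysed (C198R105) rose by 1.28 on the log2 scale in FO7 (limma, standard error 0.35, adjusted p = 0.0153) and 1.53 in FO5 (standard error 0.35, adjusted p = 0.00326), in 6 of 6 fish of each diet. The paper reports *cd209d* as lowered by pIC, so this probe may not be the one it took from RP in FO5. With median centring, the calls on C198R105 were lost in FO7 and FO5 (adjusted p = 0.0762 and 0.0758). The 3 *cd209e* probes rose by 0.75 to 1.65 in FO7 and 0.94 to 1.52 in FO5, 2 of them called in each diet, and the other, C248R150, in both diets with the fish as a block (adjusted p = 0.000969 and 0.00012).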

We chiefly aimed to include representative transcripts associated with different immune pathways (e.g. IFN, TLR and MAPK) and with different regulation (e.g. suppressed or induced) in qPCR assays to confirm our microarray results. Also, we subjected some microarray-identified transcripts (e.g. *sntb1*, *ctsf*, *optn*, *cflar* and *cytip*) to qPCR validation, as they were known to have immune- or macrophage-related functions in higher vertebrates but were not well-characterised in fish species (see Discussion for details and references). 

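The *sntb1* probe (C108R013) rose by 2.44 on the log2 scale in FO7 (limma, standard error 0.26, adjusted p = 4.42e-07) and 1.94 in FO5 (standard error 0.26, adjusted p = 9.12e-06), in 6 of 6 fish of each diet. The *cytip* probes C144R151 and C173R069 rose by 1.59 and 0.74 in FO7 and by 1.30 and 0.76 in FO5, all past the threshold except C173R069 in FO7 (adjusted p = 0.0511), which was past it with the fish as a block (0.00185), the authors' deposited values (0.0292) and scale normalization (0.0473). With median centring, both *cytip* calls in FO5 were lost, and without background correction that on C173R069 (adjusted p = 0.0587).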

The microarray results were qPCR-validated for all of the pIC-responsive transcripts (for at least one of the dietary groups). However, no significant differences were found between the pIC responses of different dietary groups, except for *dusp22a* (*dual specificity phosphatase 22-a*) at 6 HPS (Fig. 6l). The expression results of pIC-influenced transcript are for both dietary groups unless otherwise noted.

**Fig. 5:**
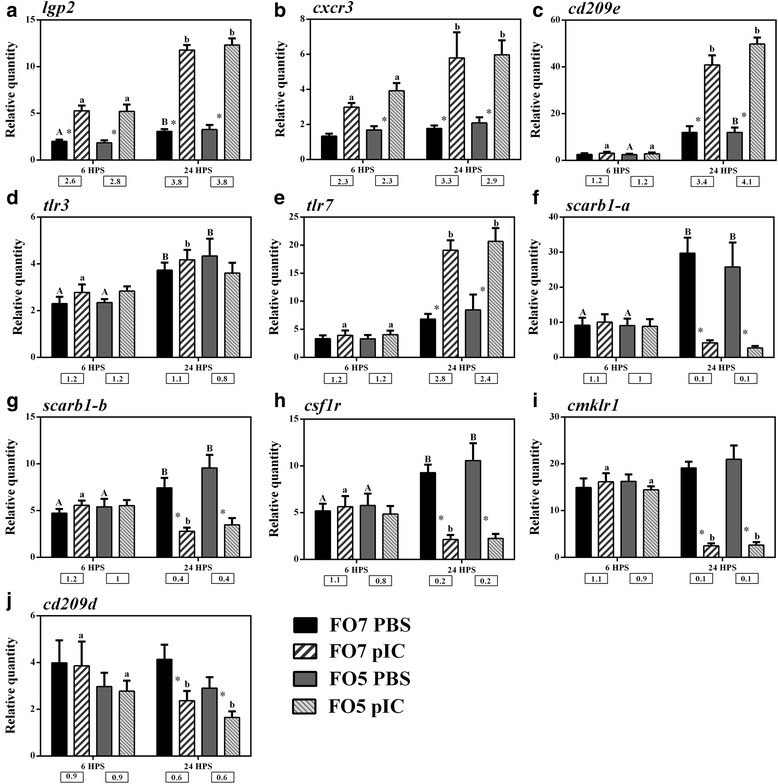
qPCR for pIC-responsive transcripts playing roles as PRRs or other receptors. Data are presented as mean ± SE. An asterisk represents significant difference between time-matched pIC and PBS groups in each dietary treatment (*p* < 0.05). Different letters (upper-case for PBS and lower-case for pIC) indicate the significant differences within PBS or pIC group of a dietary treatment over time (*p* < 0.05). The fold-change (pIC/control) values are shown below the figures. The presented legend describes the dietary (i.e. FO7 and FO5) and treatment (i.e. PBS and pIC) groups of all panels. **a**) *lgp2*; **b**) *cxcr3*; **c**) *cd209e*; **d**) *tlr3*; **e**) *tlr7*; **f**) *scarb1-a*; **g**) *scarb1-b*; **h**) *csf1r*; **i**) *cmklr1*; **j**) *cd209d*

**Fig. 6:**
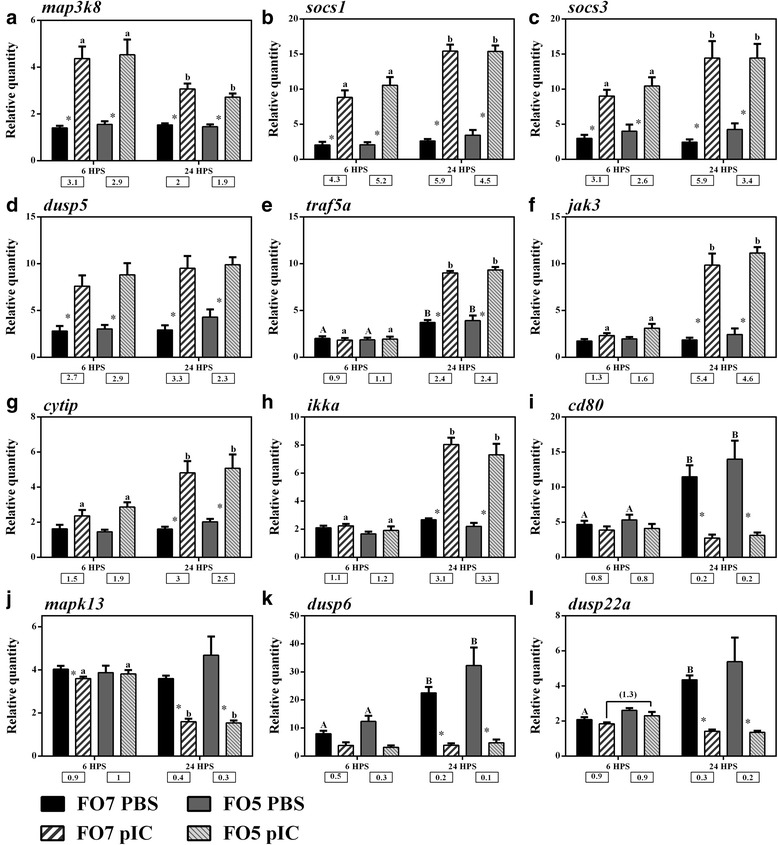
qPCR for pIC-responsive transcripts involved in signal transduction. Data are presented as mean ± SE. Fold changes on the line connecting the stimulation-matched treatments of two diets show the significant differences between PBS or pIC of dietary groups (*p* < 0.05). An asterisk represents significant difference between time-matched pIC and PBS groups in each dietary treatment (*p* < 0.05). Different letters (upper-case for PBS and lower-case for pIC) indicate the significant differences within PBS or pIC group of a dietary treatment over time (*p* < 0.05). The fold-change (pIC/control) values are shown below the figures. The presented legend describes the dietary (i.e. FO7 and FO5) and treatment (i.e. PBS and pIC) groups of all panels. **a**) *map3k8*; **b**) *socs1*; **c**) *socs3*; **d**) *dusp5*; **e**) *traf5a*; **f**) *jak3*; **g**) *cytip*; **h**) *ikka*; **i**) *cd80*; **j**) *mapk13*; **k**) *dusp6*; **l**) *dusp22a*

**Fig. 7:**
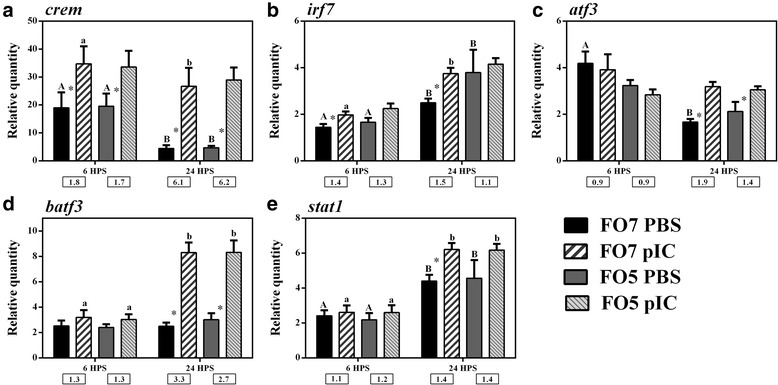
qPCR for pIC-responsive transcripts playing roles as transcription factors. Data are presented as mean ± SE. An asterisk represents significant difference between time-matched pIC and PBS groups in each dietary treatment (*p* < 0.05). Different letters (upper-case for PBS and lower-case for pIC) indicate the significant differences within PBS or pIC group of a dietary treatment over time (*p* < 0.05). The fold-change (pIC/control) values are shown below the figures. The presented legend describes the dietary (i.e. FO7 and FO5) and treatment (i.e. PBS and pIC) groups of all panels. **a**) *crem*; **b**) *irf7*; **c**) *atf3*; **d**) *batf3*; **e**) *stat1*

**Fig. 8:**
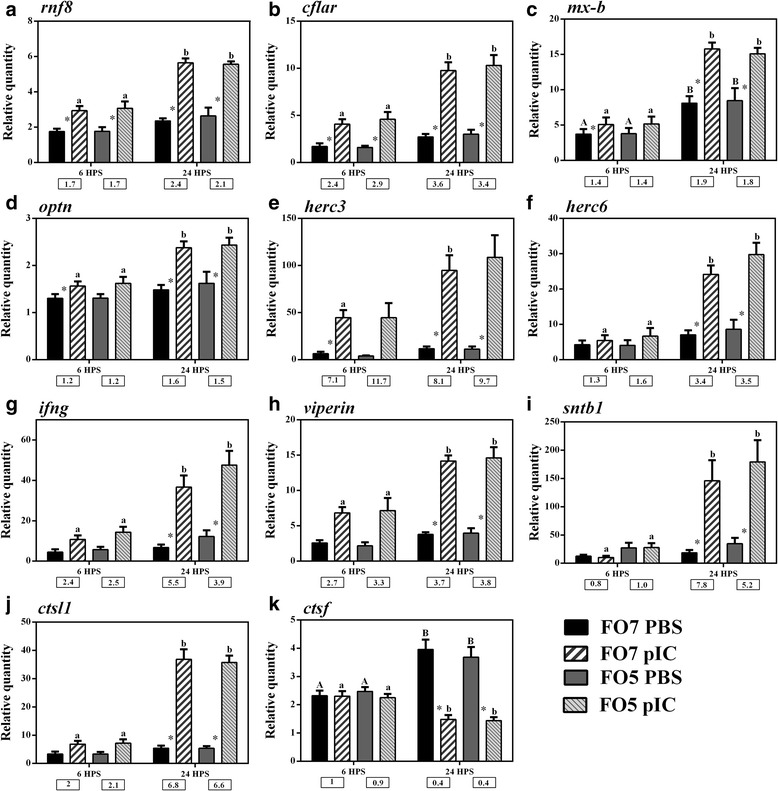
qPCR for pIC-responsive transcripts playing roles as immune effectors. Data are presented as mean ± SE. An asterisk represents significant difference between time-matched pIC and PBS groups in each dietary treatment (*p* < 0.05). Different letters (upper-case for PBS and lower-case for pIC) indicate the significant differences within PBS or pIC group of a dietary treatment over time (*p* < 0.05). The fold-change (pIC/control) values are shown below the figures. ﻿The presented legend describes the dietary (i.e. FO7 and FO5) and treatment (i.e. PBS and pIC) groups of all panels. **a**) *rnf8*; **b**) *cflar*; **c**) *mx-b*; **d**) *optn*; **e**) *herc3*; **f**) *herc6*; **g**) *ifng*; **h**) *viperin*; **i**) *sntb1*; **j**) *ctsl1*; **k**) *ctsf*

We measured the expression of 10 transcripts (i.e. 8 microarray-identified transcripts as well as *tlr3* and *tlr7* that were absent in the microarray platform) playing roles as PRRs (pattern recognition receptors) or other receptors (Fig. 5). The expression of *lgp2* and *cxcr3* (*C-X-C chemokine receptor type 3*) was up-regulated in salmon MLCs in response to pIC at both 6 and 24 HPS, and increased significantly at 24 HPS within the pIC group in each diet (Fig. 5a and b). The up-regulation (i.e. more than 2-fold) of *cd209e* (*cd209 antigen-like protein e*) and *tlr7* (*toll-like receptor 7*) in pIC-stimulated salmon MLCs was only observed at 24 HPS (Fig. 5c and e). While no pIC induction was recorded for *tlr3* in salmon MLCs, this transcript showed a time-dependent up-regulation within the PBS groups of both diets at 24 HPS compared to 6 HPS (Fig. 5d). No early pIC response was seen for microarray-identified down-regulated transcripts with putative roles as receptors [i.e. *scarb1-a* (*scavenger receptor class B type I-like*), *scarb1-b*, *csf1r* (*macrophage colony stimulating factor 1, receptor 1*), *cmklr1* (*chemokine receptor-like 1*) and *cd209d*], and significant down-regulation was only found at 24 HPS for them (Fig. 5). There was a time-dependent up-regulation for *scarb1-a*, *scarb1-b* and *csf1r* in salmon MLCs within the PBS groups at 24 HPS compared to the earlier time point; in other words, pIC stimulation markedly suppressed the time-dependent response of these transcripts (Fig. 5f-h). Two different paralogues (i.e. 90% similarity at the nucleotide level) of salmon *scarb1* responded similarly to pIC (Fig. 5f and g). Nonetheless, the down-regulation of the *scarb1-a* (0.1-fold) in response to pIC was stronger than that of *scarb1-b* (0.4-fold), as seen in the microarray results [*scarb1-a* (probe ID: C089R130), 0.39-fold and *scarb1-b* (probe ID: C118R093), 0.47-fold].

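The *scarb1-a* probe changed by -1.23 on the log2 scale in FO7 (limma, standard error 0.29, adjusted p = 0.00585, lower in 6 of 6 fish) and -1.46 in FO5 (standard error 0.31, adjusted p = 0.00176, lower in 5 of 5 fish with both values). The *scarb1-b* probe changed by -0.99 in each diet (standard error 0.28 for each, adjusted p = 0.0222 in FO7 and 0.0185 in FO5), lower in 6 of 6 fish of each diet. SAM and RP called both probes in both diets. By limma, the calls in FO7 were lost with median centring (adjusted p = 0.0522 for *scarb1-a* and 0.236 for *scarb1-b*), and those on *scarb1-b* also with scale normalization in FO7 (adjusted p = 0.0527) and with the signal median in FO5 (adjusted p = 0.0634). As fold changes, these are 0.427 and 0.365 for *scarb1-a* in FO7 and FO5 and 0.505 and 0.502 for *scarb1-b*. The difference between the paralogues was not tested. In FO7 fish 2 after pIC, *scarb1-b* was at -1.65, apart from the other FO7 fish at -0.76 to -0.40, and its spot was not above background. The *scarb1-a* spots of FO5 after pIC were above background on 2 of 6 arrays.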

Twelve pIC-responsive transcripts involved in signal transduction were subjected to qPCR validation (Fig. 6). The expression of *map3k8* (*mitogen-activated protein kinase kinase kinase 8*), *socs1* (*suppressor of cytokine signaling 1*), *socs3* and *dusp5* (*dual specificity phosphatase 5*) in salmon MLCs was significantly induced by pIC at both sampling points (Fig. 6a-d). Although *dusp5* response to pIC was unaffected by time, there was a decrease in *map3k8* expression as well as an increase in transcript levels of *socs1* and *socs3* within the pIC groups of both dietary treatments at 24 HPS compared to the earlier time point. The transcription of *traf5a* (*TNF receptor-­associated factor 5-­like a*), *jak3* (*tyrosine kinase JAK3*), *cytip* (*cytohesin-­interacting like*) and *ikka* (*inhibitor of nuclear factor kappa-B kinase subunit alpha*) increased more than 2.4-fold in pIC-stimulated MLCs at 24 HPS (Fig. 6e-h). Despite the time-dependent induction of *traf5a* in both PBS and pIC groups at 24 HPS, the up-regulation of this transcript was strengthened by pIC stimulation. The expression of *cd80*, *mapk13* (*mitogen-activated protein kinase 13*), *dusp6* and *dusp22a* was significantly reduced in pIC-stimulated salmon MLCs at 24 HPS (Fig. 6i-l). Additionally, *cd80*, *dusp6* and *dusp22a* were up-regulated in salmon MLCs within the PBS groups at 24 HPS compared to 6 HPS, but their expression was suppressed by pIC stimulation.

We measured the relative quantity of 5 pIC-responsive transcription factor encoding transcripts in salmon MLCs (Fig. 7). Salmon *crem* (*cAMP-­responsive element modulator-like*) was significantly induced by pIC at both time points (1.7- and 6.1-fold increase at 6 and 24 HPS, respectively), although its expression was significantly suppressed by sampling time within the PBS group at 24 HPS compared to 6 HPS (Fig. 7a). *stat1* (*signal transducer and activator of transcription 1*) and *irf7* (*interferon regulatory factor 7*) showed a time-dependent up-regulation within PBS and pIC groups (i.e. except for pIC group of FO5 in *irf7*) at 24 HPS, but the pIC-dependent up-regulation (at least 1.4-fold) of them was only significant in the FO7 group (Fig. 7e and b). The other studied transcription factors [i.e. *atf3* (*cyclic AMP-dependent transcription factor ATF-3*) and *batf3* (*basic leucine zipper transcription factor, ATF-like 3)*] were also positively regulated in pIC-stimulated MLCs at 24 HPS (Fig. 7c and d). The expression of *atf3* was significantly repressed within the PBS group of FO7 diet at 24 HPS compared to 6 HPS.

The results of 10 pIC-responsive transcripts, playing putative roles as immune effectors, were confirmed by qPCR analyses (Fig. 8). Also, *mx-b* was included in the qPCR study as a candidate diet-responsive transcript; however, it was not differentially expressed between dietary groups. The expression of the *rnf8* (*ring finger protein 8, E3 ubiquitin protein ligase*) and *cflar* (*CASP8 and FADD-like apoptosis regulator*) in salmon MLCs was significantly induced by pIC at 6 HPS (1.7- and 2.4-fold increase) and peaked at 24 HPS (2.4- and 3.4-fold increase; Fig. 8a and b). Similar results were seen for *mx-b*, *optn* (*optineurin*) and *herc3* (*E3 ubiquitin-protein ligase herc3*), but the significant differences between PBS and pIC treatments at the early time point were only observed for the FO7 group (Fig. 8c–e). Salmon *mx-b* was a time-responsive transcript in MLCs, as its expression increased within the PBS group over time. The expression of *herc6*, *ifng* (*interferon, gamma*), *viperin*, *sntb1* (*beta-1 syntrophin*) and *ctsl1* (*cathepsin-L1-like*) did not vary between PBS and pIC at 6 HPS (Fig. 8f-j), and they were up-regulated in response to pIC at 24 HPS (between 3.4- to 7.8-fold increase). Salmon *ctsf* (*cathepsin-f*) expression significantly increased within the PBS group at the latter time point, although it was significantly down-regulated by pIC at 24 HPS, compared to the time-matched PBS group or the pIC group at 6 HPS (Fig. 8k).

## Discussion

### Effects of experimental diets on cellular functions and fatty acid composition of MLCs

Neither phagocytosis nor RB of salmon MLCs varied between diets. Similarly, the phagocytosis of rainbow trout (*Oncorhynchus mykiss*) HKLs did not change with different levels of plant-based n-3 and n-6 in the diet [55]. In Seierstad et al. [21], RB and pro-inflammatory cytokine expression of HKLs remained unchanged in salmon fed different dietary levels of fish and vegetable oil. On the other hand, we observed some changes in lipid and fatty acid contents of salmon HKLs fed different diets. For example, linoleic acid (18:2n-6) and free fatty acids increased, but EPA (20:5n-3) decreased in the HKLs isolated from salmon fed FO5 diet compared to those fed FO7 diet (Table 2). In our study, the proportions of sterols and phospholipids significantly increased and decreased, respectively, in MLCs of the FO5 group; thus, the higher levels of dietary vegetable oil may influence the membrane structure of salmon MLCs. As in our study, in Seierstad et al. [21], the sum of n-6 fatty acids in salmon HKLs increased with a vegetable oil diet, although EPA + DHA levels decreased. However, the proportions of EPA + DHA in the experimental diets of the present study were lower than those of the previous study (i.e. at least 3.4% EPA + DHA in diet) [21]. The current study showed that feeding a diet containing 1% EPA + DHA for 16 weeks did not appear to influence cellular functions (i.e. phagocytosis and RB) and antiviral responses of MLCs. However, unbalanced levels of n-3 or n-6 can alter the immune or inflammatory responses of mammalian macrophages [6, 8, 9]. Hence, some diet-associated variations in gene expression of MLCs, discussed in the following paragraphs, may have arisen from the differences in fatty acid contents of the cells between dietary treatments.

### Impact of experimental diets on transcript expression of salmon MLCs

Hierarchical clustering analyses using the whole microarray dataset showed that most of the PBS control samples from the same dietary treatment (especially FO5) grouped closely together. The comparable constitutive global gene expression of the samples belonging to a dietary group may be explained by slight changes in the lipid and fatty acid content of HKLs. RP identified 54 and 14 DEP between the pIC and PBS groups of the two dietary treatments, respectively (Additional file 3: Table S2). However, 12 DEP between the PBS-matched groups overlapped with the DEP in the pIC-matched groups. Nine candidate diet-responsive transcripts identified by microarray analyses were subjected to qPCR validation, and the majority of them showed similar down- or up-regulation trends compared with the microarray results (Table 4). The expression of *psmb8* and *fabp4* significantly differed between the PBS- and pIC-matched groups of FO5 and FO7 (Fig. 4). The expression of *psmb8* was strongly suppressed in MLCs by lowering the level of fish oil in the diet. PSMB8 (alias LMP7) is an IFN (interferon)- and TNF-induced immunoproteasome subunit, involved in peptide processing of MHC-I pathway in antigen presenting cells (APCs) [56]. A previous study reported a significant up-regulation of *psmb8* and *MHC-I* in salmon HKLs after 3 days of stimulation with ISAV or pIC [57]. Lungfish (*Protopterus dolloi*) *psmb8* was also found to be an IFN- and pIC-induced gene [58]. In the present study, *MHC-I* expression significantly increased 1.4-fold in pIC-stimulated MLCs within the FO7 group at 24 HPS, and a non-significant up-regulation (i.e. 1.8-fold) was seen for *psmb8* in this group. However, these transcripts were not induced by pIC in the FO5 group. In addition to immunoregulatory functions, immunoproteasomes are suggested to eliminate oxidant-damaged proteins, resulting in cell protection against oxidative stress induced by immune responses [59, 60]. Further studies are needed to determine the correlation between dietary EPA/DHA and immune-derived oxidative stress with *psmb8* expression.

The qPCR assays in the present study did not validate the microarray results for *lgmn* (i.e. up-regulated in pIC group of FO5 at 24 HPS); however, qPCR showed that the expression of this transcript significantly increased in the pIC group of FO5 at 6 HPS compared to that of FO7. *lgmn* is associated with macrophage activity and differentiation in mammals [61, 62], and it has been shown to be more highly expressed in mature macrophages compared with less differentiated stages (early progenitors and monocytes) in goldfish [63]. If *lgmn* function is conserved in mammalian and teleost macrophages, then our *lgmn* expression results suggest that dietary fish oil (i.e. EPA/DHA) may influence salmon macrophage function.

As identified by microarray analyses and validated by qPCR, *fabp4* was significantly up-regulated in both the PBS and pIC groups of FO5 compared to those of FO7. FABP family proteins are lipid chaperones that regulate the specific lipid transfer to different compartments of the cells, thereby influencing cell signalling, lipid storage, membrane synthesis and lipid-mediated transcriptional control [64]. In mammals, different members of the FABP family are expressed in a tissue-specific manner, and *fabp4* is known to be transcribed in some immune-related cells such as macrophages and dendritic cells [64]. Mammalian FABP4, which plays a role in cell lipid transport of differentiated adipocytes and macrophages, was suggested to be a modulator of energy homeostasis [65]. Further, *fabp4*-deficient macrophages of mice developed impaired cholesterol trafficking, suppressed IKK (inhibitor of nuclear factor kappa-B kinase) signalling pathway and, consequently, decreased production of inflammatory cytokines [66]. Human macrophages were shown to up-regulate *fabp4* expression in response to PUFA oxidation via the mediation of Akt (protein kinase B)- and ERK (extracellular signal-regulated kinase)-dependent signalling pathways [67]. Importantly, FABP4 was established to increase the expression of inflammatory genes in human macrophages and to be involved in the development of atherosclerosis [68]. There is no information on *fabp4* functions in activity and lipid metabolism of fish macrophages. However, as in mammalian *fabp2* [64], the highest expression of Atlantic salmon *fabp2* was found in the intestine [69]. There was also a decrease in *fabp2* expression by intestinal inflammation caused by dietary soybean meal [69]. Collectively, these studies suggest a possible correlation between dietary-induced immune responses of Atlantic salmon and the expression of *fabp*s. In addition, it seems that *fabp4* may be a key gene in Atlantic salmon macrophage function, as in higher vertebrates. In the present study, the significant up-regulation of salmon *fabp4* in response to the higher level of dietary n-6 fatty acids may be influenced by PUFA-dependent responses of *fabp4*. We did not observe a significant difference in inflammatory biomarkers between the dietary groups in microarray analyses, although the larger number of microarray-identified pIC-responsive probes in the FO5 group compared to the FO7 group may be affected by the inflammation- or immune-related roles of *fabp4*. In the present study, the 4-fold up-regulation of *fabp4* occurred in response to a relatively small decrease in EPA + DHA content of the diet; therefore, a larger difference in dietary EPA + DHA or a longer feeding trial may increase the fatty acid-associated responses of *fabp4* and consequently its putative function in lipid transport of Atlantic salmon macrophages. Further studies are required to characterise *fabp4* in Atlantic salmon and to determine the fatty acid metabolism- and immune-related functions of this gene in Atlantic salmon macrophages.

In the present study, we used an ex vivo approach to determine dietary fatty acid-dependent transcriptomic responses in Atlantic salmon MLCs. The choice of an ex vivo model allowed us to evaluate the impact of dietary DHA + EPA on the cell type of interest (i.e. macrophages) and to assess the antiviral response and cellular function of each individual fish fed a given experimental diet. However, it is noteworthy that the antiviral immune response of fish assessed by in vivo studies may vary from these ex vivo experiments, due to different contributing factors such as paracrine signalling. Also, the cell isolation and culture procedures in the present study could influence the fatty acid composition of cell membranes, and potentially modulate the diet-associated responses of MLCs to immune stimuli. Still, since both diet groups of MLCs in this study were subjected to the same conditions for cell culture and immune stimulation, the observed changes in fatty acid composition and gene expression occurred in response to variation in the fatty acid composition of the diets. Our results show that 1% and 1.4% EPA + DHA diets for Atlantic salmon have different effects on the expression of some macrophage transcripts (i.e. *psmb8*, *fabp4* and *lgmn*) with putative roles in inflammation and/or macrophage function, thus suggesting them as important immune-related diet-associated biomarkers. Moreover, these differentially regulated transcripts, alongside the fatty acid composition results, suggest that a relatively small change in EPA + DHA intake may result in altered membrane lipids and gene expression in immune cells of salmon.

### Global transcript expression of pIC-stimulated salmon MLCs

Using SAM, we identified 3089 DEP responsive to pIC (i.e. 890 DEP overlapping with RP) within the FO7 group and 4745 DEP responsive to pIC (i.e. 1128 DEP overlapping with RP) within the FO5 group (Fig. 2). With respect to the DEP overlapping between SAM and RP, 612 and 705 DEP were up-regulated by pIC within the FO7 and FO5 groups, whereas 278 and 423 DEP were down-regulated by pIC within the FO7 and FO5 groups, respectively. 

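Among the probes called here by both SAM and RP, 1091 were up-regulated and 502 down-regulated by pIC within FO7, and 1215 were up-regulated and 743 down-regulated within FO5. Without background correction, 603 were up-regulated and 127 down-regulated in FO7, and 639 and 222 in FO5. By limma, 2081 probes were called in both diets with a change of 1 sign in all 12 fish, 1275 raised and 806 lowered. Of the 5 probes that changed most in each direction, the pair with the largest mean change over the diets is given, and these carry no name in the tables used. Probe C096R147 rose by 3.83 on the log2 scale in FO7 (standard error 0.36, adjusted p = 6.56e-08) and 4.20 in FO5 (standard error 0.36, adjusted p = 1.12e-08), and probe C180R116 by 4.18 and 3.56 (standard error 0.42 for each). Probe C099R105 changed by -2.49 in FO7 (standard error 0.27, adjusted p = 4.42e-07) and -2.73 in FO5 (standard error 0.27, adjusted p = 9.58e-08), and probe C109R167 by -2.48 and -2.86 (standard error 0.55 for each). Each of the 4 changed in the same direction in 12 of 12 fish.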

The number of microarray-identified, pIC-responsive probes in the current study was higher than the previously published studies on ISAV-infected salmon MLCs [30, 31]. These differences may be influenced by the microarray platforms (i.e. 44K in the current study vs. 16K or 1.8K in previous studies) used in the different studies. Furthermore, the inter-study variation may arise from the differences in cell types (e.g. primary cell culture vs. cell line) and stimulating agents (e.g. viral mimic vs. viral pathogen) used in our study compared to the previously conducted investigations. As in the present study, RNA-seq analyses showed a massive gene expression response [i.e. 3149 differentially expressed genes (DEG)] in IFN-treated Atlantic salmon macrophage/dendritic-like TO cells [70]. Furthermore, the ratios of up-regulated to down-regulated transcripts by pIC in our study are similar to those of pIC-stimulated cod macrophages [71] and IFN-exposed salmon TO cells [70]. The higher number of DEP responsive to pIC in the FO5 group compared with the FO7 group could be influenced by biological variability in basal transcript expression and/or pIC response. 

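The size of the response was also measured for each fish, as the slope of its change by pIC on the mean change of the other 11 fish across 18875 probes with values in all fish. The slope was 0.911 ± 0.158 (SD, n = 6 fish) in FO7 and 0.965 ± 0.141 (SD, n = 6) in FO5 (exact two-sided permutation p = 0.532). The slopes of the FO7 fish 1 to 6 were 0.799, 1.02, 1.03, 1.09, 0.692 and 0.834, and those of the FO5 fish 1 to 6 were 1.01, 1.18, 1.04, 0.907, 0.880 and 0.774. The median SD of the change between fish was 0.37 on the log2 scale in FO7 and 0.36 in FO5. For the larger number of DEP in FO5, the paper proposes an influence of biological variability in basal transcript expression or in the response to pIC.

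**Figure D2:**
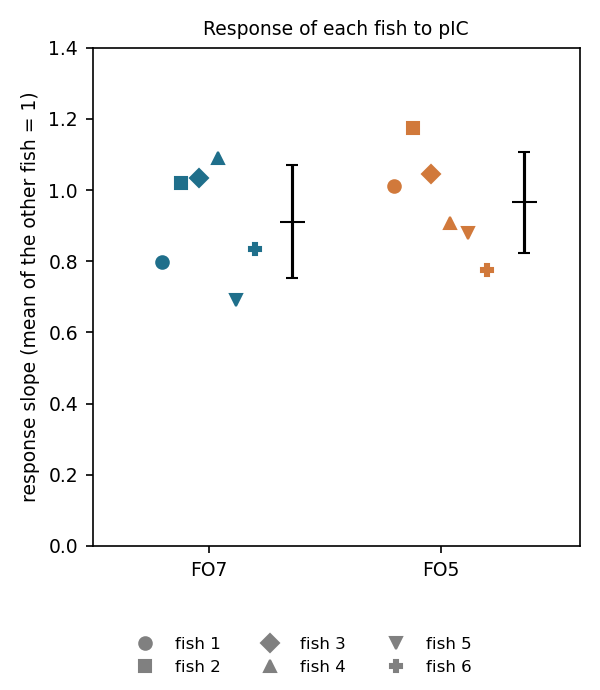
Response slope of each fish to pIC (symbols) by diet, where the mean response of the other fish has a slope of 1, with the mean and SD of each diet in black. The slopes of the FO7 fish lie between 0.692 and 1.09 and those of the FO5 fish between 0.774 and 1.18.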

We found a strong response to pIC for all of the microarray-studied samples, as samples belonging to the same stimulation group (i.e. PBS or pIC) clustered together.

### pIC-responsive transcripts with putative roles as PRRs or other receptors

As identified by microarray analyses and validated by qPCR, pIC stimulation changed the expression of several transcripts encoding PRRs and other receptors in salmon MLCs. The expression of *tlr9* (identified by microarray) and *tlr7* (studied by qPCR), known as the endosomal PRRs activating the MyD88-dependent pathway, was up-regulated by pIC in salmon MLCs. 

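The names of these probes come from a copy of Table S3 that holds 1673 probes, with 3466 more left out, and Table S3 lists probes that the paper called on the same arrays. A further probe for a transcript that lies in the part left out was not analysed here, and the tests on named probes are not independent evidence. The *tlr9* probe (C092R043) rose by 0.68 on the log2 scale in FO7 (limma, standard error 0.20, adjusted p = 0.0255) and 0.76 in FO5 (standard error 0.20, adjusted p = 0.0113), in 6 of 6 fish of each diet. With median centring in place of loess, the changes were 0.67 and 0.37 and past the threshold in neither diet, and with the signal median the call in FO7 was lost (adjusted p = 0.0522). In all, 103 probes that the copy names for 44 of the transcripts that the paper discusses were analysed, of which 84 were called in FO7 and 79 in FO5. Median centring took 59 of 206 comparisons of these probes below the threshold and changed the sign of 3, whereas the authors' deposited values took 2 below it and brought 24 above it, and the fish as a block took 0 below it and brought 26 above it. No background correction took 11 below it, the signal median 6 and scale normalization 4, and these brought 1, 11 and 6 above it. For none of the 103 probes was a difference in response between the diets called (interaction, adjusted p = 1.00 for the smallest). That fit did not pair the cultures of a fish, and it does not show that the responses were equal.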

Mammalian TLR7 and TLR9 are responsible for recognising ssRNA viruses and CpG-rich bacterial DNA/dsDNA viruses, respectively (Fig. 9) [72, 73], yet their functions are poorly understood in fish species [74, 75]. Atlantic salmon TLR9 was shown to bind with synthetic oligonucleotides but in a CpG-independent manner, indicating the evolutionarily conserved feature of TLR9 binding to DNA [76]. TLR3 is the main PRR detecting dsRNA in mammals and fishes [72, 75], even though the expression of its encoding transcript was not affected by pIC in salmon MLCs in the current study. This expression pattern was similar to *tlr3* in the spleen of pIC-injected Atlantic cod [77] and was in disagreement with Salmonid alphavirus (SAV)-infected TO cells [70]. Nevertheless, the GO terms associated with TRIF (TIR-domain-containing adaptor protein inducing IFNB)-dependent TLR and TLR3 signalling pathways were over-represented in the pIC-responsive transcript list of the present study, revealing the activation of the TRIF-dependent pathway by pIC downstream of TLR3 (see Fig. 9 for pIC-activated signalling pathways).

**Fig. 9:**
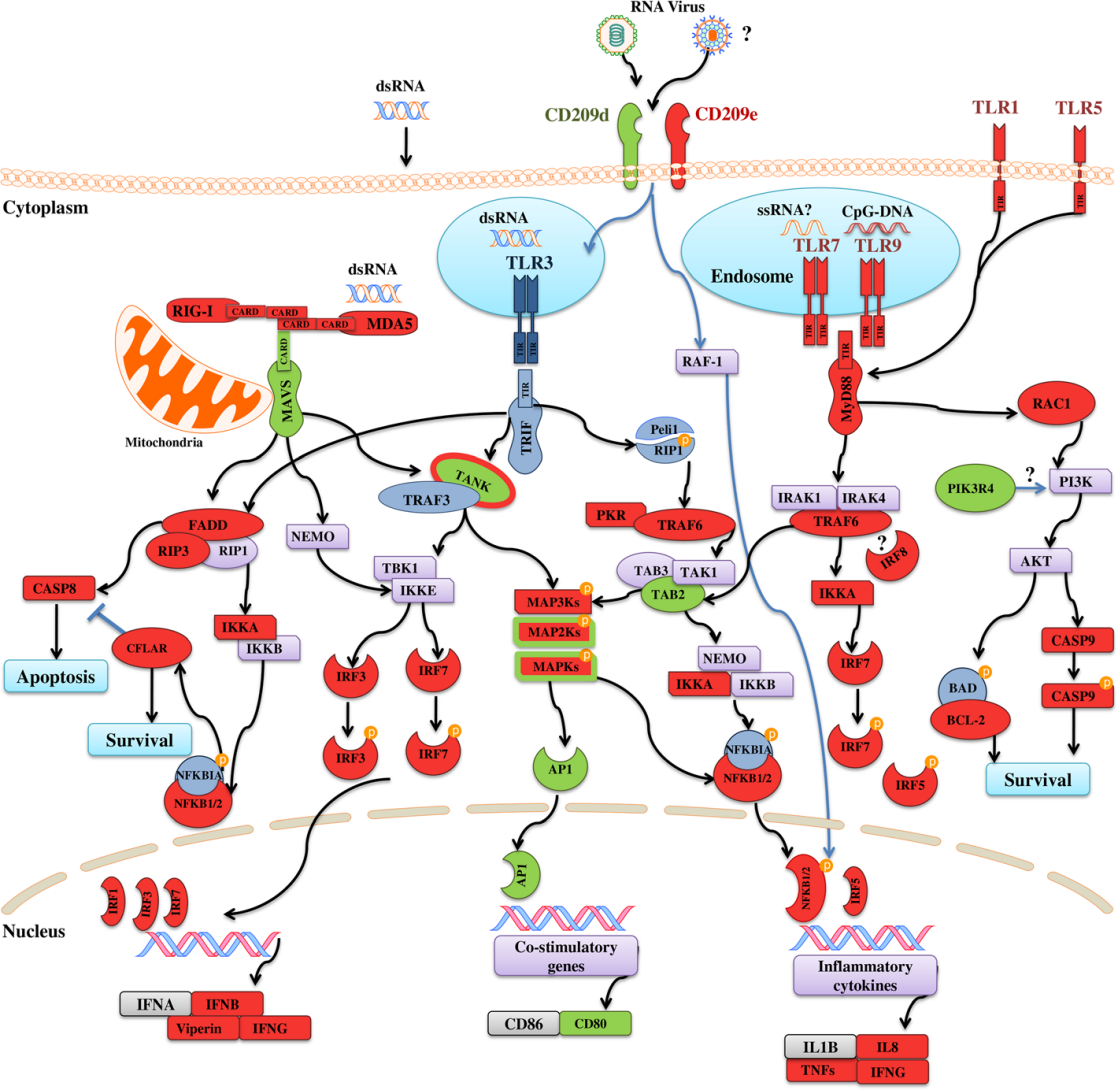
The activated PRRs and signalling pathways by pIC in Atlantic salmon MLCs. This figure was adapted from known mammalian pathways [79–81, 83, 97, 99, 129, 131]. A question mark below or above the gene/protein name indicates putative regulating mechanism in mammals. The up- and down-regulated transcripts by pIC in the present study are drawn in red and green, respectively. The genes/proteins drawn in both red and green represent both up- and down-regulation of different probes associated with them. The microarray result of *irf7* was only qPCR-validated for the FO7 group. MDA5 (melanoma differentiation-associated protein 5), RIG-I (retinoic acid-inducible gene), LGP2 (RNA helicase LGP2), MAVS (mitochondrial antiviral-signaling protein), FADD (FAS-associated death domain), RIP1/3 (receptor-interacting protein 1/3), IKK (inhibitor of nuclear factor kappa-B kinase), NFKB1/2 (nuclear factor kappa-B 1/2), NFKBIA (NF-kappa-B inhibitor alpha), CASP (caspase), CFLAR (casp8 and fadd-like apoptosis regulator), TNF (tumour necrosis factor), IL (interleukin), IFN (interferon), NEMO (NFKB1 essential modulator or IKKG), TLR (Toll-like receptor), TRIF (TIR domain-containing adaptor protein inducing IFNB), TRAF (TNF receptor-associated factor), TANK (TRAF family member-associated NFKB activator), TBK (tank-binding kinase), IRF (IFN regulatory factor), MAP3K (mitogen-activated protein kinase kinase kinase), MAP2K (dual specificity mitogen-activated protein kinase kinase), MAPKs (mitogen-activated protein kinase), AP1 (transcription factor AP1), Peli1 (pellino E3 ubiquitin protein ligase 1), PKR (IFN-induced, double-stranded RNA-activated protein kinase), TAK1 [transforming growth factor beta (TGFB)-activated kinase 1 or MAP3K7], TAB (TAK1-binding protein), RAF-1 (serine/threonine kinase Raf-1), MyD88 (myeloid differentiation primary response gene 88), IRAK (IL-1 receptor-associated kinase), RAC1 (ras-related C3 botulinum toxin substrate 1), PI3K (phosphoinositide 3-kinase), PIK3R4 (phosphoinositide 3-kinase regulatory subunit 4), AKT/PKB (protein kinase B), BAD (Bcl-2-associated death promoter). Orange circles show phosphorylation

We found the up-regulation of RLR (RIG-I-like receptors) family members (i.e. *rig-i* alias *ddx58*, *lgp2* alias *dhx58*, and *mda5* alias *ifih1*) in pIC-treated salmon MLCs (Additional file 4: Table S3), similar to that reported in TO cells 48 h post-exposure to SAV [70] and RTG-2 cells (i.e. rainbow trout fibroblast-like cell line) 24 h after pIC stimulation [78]. MDA5 and RIG-I are involved in mitochondrial-dependent recognition of dsRNA and ssRNA viruses in the cytoplasm (Fig. 9), whereas LGP2 plays roles as a positive or negative regulator of other RLRs [79–81]. Fish MDA5 and RIG-I have been suggested to exhibit evolutionarily conserved functions, but the molecular function of LGP2 in fishes is not fully understood [82]. The up-regulation of *lgp2* by pIC at 6 HPS observed herein shows the importance of this transcript in the early antiviral responses of salmon MLCs.

We identified some pIC-responsive transcripts that can facilitate the entrance of pathogens into cells. In this study, *cd209e* expression increased over time within both the pIC and PBS groups, and it was also up-regulated (more than 3-fold) in response to pIC at 24 HPS. Conversely, *cd209d* was down-regulated by pIC at 24 HPS. CD209 acts as a PRR and facilitates the entry of pathogens into the endosomes, resulting in activation of MHC-I-dependent antigen presentation; additionally, it modulates the TLR-dependent signalling pathway and promotes the DNA affinity of NFKB [83, 84]. Zebrafish *cd209* was shown to be associated with several APCs and an important gene for adaptive immunity [85]. The distinct regulation of salmon *cd209e* and *cd209d* by pIC stimulation seen in the present study suggests that these transcripts have distinct functions in immune responses of salmon MLCs.

qPCR analyses showed a time-dependent up-regulation for *csf1r* and both paralogues of *scarb1* within the PBS groups, and significant suppression by pIC at 24 HPS. Mammalian SCARB1 is a high-density lipoprotein (HDL) receptor that changes the cholesterol content of cell plasma membranes via mediating in lipid transfer, but it can also be employed as a co-receptor for viral internalisation into the host cells [86, 87]. Similar to our findings, zebrafish CD36 (a family member of SCARB) was down-regulated in response to bacterial infection [88]. CSF1R is an important biomarker for teleost fish macrophage maturation [89]; therefore, the present results suggest a suppressed macrophage maturation in the pIC group over time. Also, the down-regulation of salmon *csf1r* in pIC-stimulated MLCs may be attributed to SOCS1 (i.e. a pIC-induced transcript in our study; Fig. 6b), as described for other fish species [89]. A soluble isoform of teleost CSF1R was found to be a regulator of inflammatory cytokines [90]. The different isoforms of CSF1R in salmon macrophages are yet to be structurally and functionally characterised.

The present investigation identified several pIC-responsive chemokine receptors in salmon MLCs (Additional file 4: Table S3). 

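The probes for *cxcr3*, C071R046 and C200R001, rose by 1.66 (standard error 0.27, adjusted p = 0.000114) and 1.11 (standard error 0.25, adjusted p = 0.00298) on the log2 scale in FO7 and by 1.49 and 1.33 in FO5 (limma, largest adjusted p = 0.00044), in 6 of 6 fish of each diet for both probes.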

There was an up-regulation of salmon *cxcr3* in pIC-stimulated MLCs in the present study, and teleost *cxcr3* (e.g. common carp, *Cyprinus carpio*) was previously reported to be a MCSF (macrophage colony-stimulating factor)- and IFNG-induced transcript involved in macrophage trafficking and macrophage-mediated responses [91, 92]. Contrary to the results for *cxcr3* in the present study, pIC strongly repressed *cmklr1* in salmon MLCs at 24 HPS (Fig. 5i). Mammalian CMKLR1 is a well-established molecule mediating macrophage adhesion and migration as well as inflammatory responses [93], but its role in fish macrophages remains undescribed. In our study, the transcript expression results (i.e. positive or negative regulation), along with over-representation of GO terms associated with chemokine receptor activity and chemokine-mediated signalling pathway (see Table 3), reveal the importance of different chemokine receptors in antiviral immune responses of salmon MLCs.

### pIC-responsive transcripts involved in signal transduction and transcriptional regulation

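Among signal regulators and transcription factors at 24 h, the *atf3* probe (C114R051) rose by 3.30 on the log2 scale in FO7 (limma, standard error 0.37, adjusted p = 9.73e-07, 5 of 5 fish) and 3.87 in FO5 (standard error 0.36, adjusted p = 5.62e-08, 6 of 6 fish). The *batf3* probe (C019R066) rose by 1.94 and 1.59, the *socs1* probe (C022R023) by 2.02 and 1.81, the *socs3* probe (C111R007) by 1.74 and 1.38 and the *ikka* probe (C259R079) by 1.88 and 1.87, each in all fish with both values. The 3 *crem* probes rose by 0.75 to 2.40 in FO7 and 0.70 to 2.58 in FO5, and with median centring only probe C020R020 of them was called. Without background correction, probe C121R066 was called in neither diet. The *nfkbia* probes split: C065R137 rose by 1.34 and 1.40, while C037R145 rose by 0.31 in FO7 (adjusted p = 0.296) and 0.69 in FO5 (adjusted p = 0.00484, lost with median centring).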

The current study identified a large number of pIC-responsive transcripts involved in signal transduction and transcription control. The qPCR analyses showed both early and late up-regulation responses to pIC for several transcriptional regulators (i.e. *map3k8*, *socs1*, *socs3*, *dusp5*, *crem* and *irf7*), whereas other studied signal transductors and transcription factors (i.e. *traf5a*, *jak3*, *cytip*, *ikka*, *atf3*, *batf3* and *stat1*) were only up-regulated by pIC at 24 HPS (Figs. 6 and 7). The qPCR assays also revealed the suppressed expression of *cd80*, *mapk13*, *dusp6* and *dusp22a* by pIC stimulation at 24 HPS. As illustrated in Fig. 9, the pIC stimulation of salmon MLCs activated the MAVS (mitochondrial antiviral-signalling protein)-, TRIF- and MyD88-dependent signalling pathways downstream of RLRs and TLRs. As shown in Fig. 9, opposite to the induction of *rig-i* and *mda5*, the expression of *mavs*, which plays a role as their adaptor, was down-regulated by pIC in salmon MLCs. 

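The probe for *mavs* (C147R136) rose by 2.00 on the log2 scale in FO7 (limma, standard error 0.22, adjusted p = 5.96e-07) and 2.14 in FO5 (standard error 0.22, adjusted p = 2.15e-07), in 6 of 6 fish of each diet. It is the only *mavs* probe named in the 1673 probes of Table S3 analysed. All 103 probes that this copy names for transcripts the paper discusses rose in both diets. The rows left out may therefore hold the lowered ones, so this probe does not decide what other *mavs* probes did. The *rig-i* probe (C001R050) rose by 0.70 in FO7 (standard error 0.15, adjusted p = 0.00259, 6 of 6 fish) and 0.61 in FO5 (standard error 0.15, adjusted p = 0.00708, 5 of 6 fish). The *mda5* probe (C062R007) rose by 0.72 in FO7 (standard error 0.22, adjusted p = 0.0353, 5 of 6 fish) and 0.63 in FO5 (standard error 0.22, adjusted p = 0.0622, 6 of 6 fish). With median centring, the calls on *rig-i* in FO5 and on *mda5* in FO7 were lost (adjusted p = 0.284 and 0.201). With the authors' deposited values, the *mda5* change in FO5 was 0.71 and past the threshold (adjusted p = 0.0283), as it was with the fish as a block (0.0267) and with scale normalization (0.0300). The *lgp2* probes C087R017 and C032R134 rose by 1.51 and 1.44 in FO7 and by 1.47 and 1.34 in FO5, in 6 of 6 fish of each diet.

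**Figure D3:**
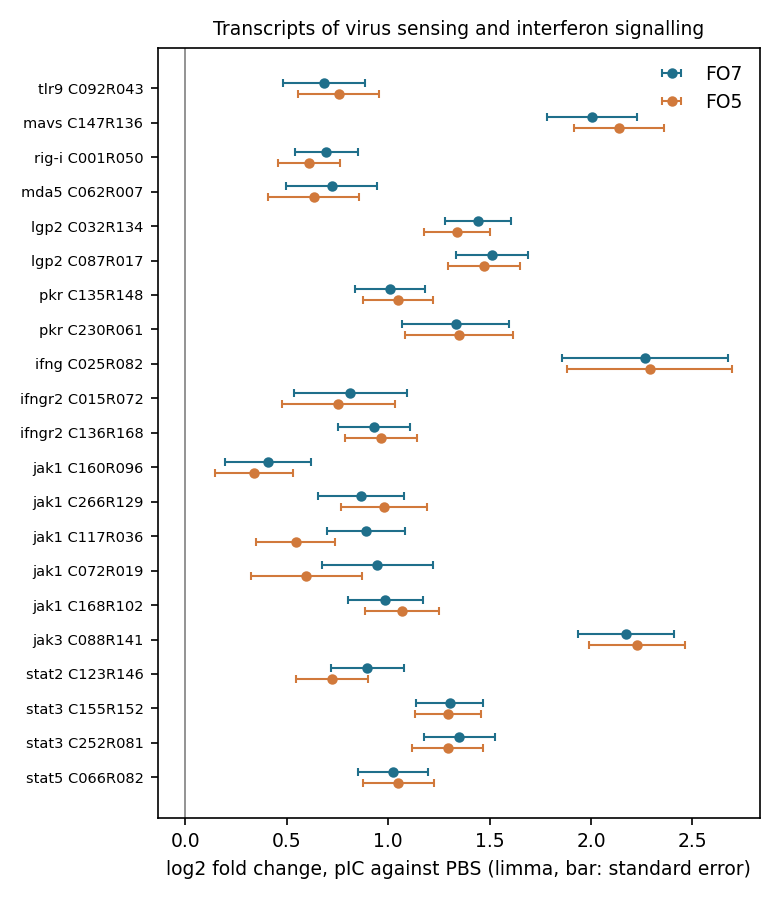
Log2 fold change by pIC of the probes named for transcripts of virus sensing and interferon signalling, with limma's standard error as bars, in FO7 (blue) and FO5 (orange). All of the probes shown lie above 0 in both diets, with *mavs* at 2.00 and 2.14. The part of Table S3 used for names held only raised probes for the transcripts discussed.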

The RLR pathway and MAVS activity seem to be conserved between fish and mammalian species [94]. Human *mavs* was down-regulated in pIC-stimulated glial cells, and its knockdown was associated with suppression of inflammatory cytokines [95]. Accordingly, the inhibition of *mavs* in the present study may be related to the immunoregulatory functions of this gene. In addition to this pathway, our microarray results (Additional file 4: Table S3) revealed an up-regulation of transcripts encoding signalling adaptors (e.g. TRAF6) and kinases [e.g. PKR (IFN-induced, double-stranded RNA-activated protein kinase)] that are known to trigger a series of events activating transcription factors. 

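The probes for PKR, C230R061 and C135R148, rose by 1.33 and 1.01 on the log2 scale in FO7 and by 1.35 and 1.05 in FO5 (limma, standard errors 0.27 and 0.17, largest adjusted p = 0.000968), in 6 of 6 fish of each diet. With median centring, the call on C135R148 in FO5 was lost (adjusted p = 0.0719).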

IKKs phosphorylate NFKB inhibitor, resulting in translocation of NFKBs into the nucleus and production of cytokines and inflammatory proteins (reviewed by [96]). 

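The 3 probes for *nfkb1* rose by 0.58 to 1.10 on the log2 scale in FO7 and 0.50 to 1.21 in FO5, 3 of them called in FO7 and 2 in FO5 (limma, largest adjusted p = 0.0462 and 0.0825). The 7 probes for *nfkb2* rose by 0.50 to 0.85 in FO7 and 0.31 to 0.78 in FO5, with 3 called in FO7 and 1 in FO5. With median centring, *nfkb2* probe C213R060 did not rise in FO5 (-0.00), and no *nfkb2* probe was called in either diet and no *nfkb1* probe in FO5. With the fish as a block, *nfkb2* probes C220R036 and C233R104 were called in both diets too, and C213R060 and C221R008 in FO7. The authors' deposited values added calls on all of these in FO7, and on C042R137, C233R104 and C239R030 in FO5. Without background correction, the calls on C004R140 were lost in FO7 and FO5 (adjusted p = 0.0593 and 0.0726). That in FO5 was also lost without the filter on dim probes (0.0501) and with saturated spots kept (0.0508).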

The qPCR results for *ikka* expression (i.e. 3-fold up-regulation at 24 HPS), along with the identification of *nfkb1/2* as pIC-responsive transcripts by microarray analyses, indicate the importance of NFKB-related transcription responses in the antiviral mechanisms of salmon MLCs. In agreement with a previous study on pIC-induced cod macrophages [71], members of the IRF family (e.g. *irf1*, *irf3* and *irf7*) were slightly up-regulated (1.4- to 1.7-fold) by pIC in salmon MLCs. 

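The 5 probes for *irf1* changed by 1.28- to 1.98-fold in FO7 and 1.23- to 1.67-fold in FO5, with 1 called in FO7 and 3 in FO5 (limma). The 3 probes for *irf3* changed by 1.51- to 1.54-fold in FO7 and 1.28- to 1.56-fold in FO5, 1 of them called in each diet. The *irf7* probe (C143R078) changed by 1.36-fold in FO7 (log2 standard error 0.17, adjusted p = 0.111, raised in 6 of 6 fish) and 1.46-fold in FO5 (log2 standard error 0.19, adjusted p = 0.0609, raised in 4 of 4 fish with both values). It was past the threshold in both diets with the authors' deposited values (adjusted p = 0.0392 in FO7 and 0.0322 in FO5), and in FO5 with the fish as a block (0.0472), scale normalization (0.0498) and the signal median (0.0325). With the fish as a block, *irf1* probe C168R159 and *irf3* probe C045R128 were called in FO5 too, and C168R159, *irf1* probe C189R008 and *irf3* probe C093R102 in FO7. The authors' deposited values added calls in FO7 on *irf1* probes C008R149, C168R159 and C262R115 (adjusted p = 0.0159, 0.0171 and 0.0283) and *irf3* probe C093R102 (0.0443), and in FO5 on C168R159 (0.017) and *irf3* probe C045R128 (0.0327). Saturated spots kept, an alternative chosen after the data were seen, added the same calls in FO7. Without background correction, the calls on *irf1* probe C262R115 in FO5 and *irf3* probe C045R128 in FO7 were lost. With median centring, the only call on an *irf1*, *irf3* or *irf7* probe was that on *irf1* probe C021R100 in FO7.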

IRF7 and IRF3, known as the main family members involved in virus-associated responses, boost the transcription of *ifn*s and IFN-sensitive response element (ISRE)-containing genes (see Figs. 9 and 10), following phosphorylation by IKKA or IKKE [97, 98]. Additionally, other microarray-identified IRFs (e.g. *irf8*) in this study were previously shown to promote IFN induction of mammals by interacting with adaptors in the MyD88-dependent pathway (see Fig. 9) (reviewed by [98]).

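The *irf8* probes C169R089 and C038R124 rose by 0.67 and 0.80 on the log2 scale in FO7 (limma, adjusted p = 0.0382 and 0.053) and by 0.27 and 0.57 in FO5 (adjusted p = 0.47 and 0.18). C038R124 was past the threshold in both diets with the fish as a block (adjusted p = 0.0059 and 0.0392), and the call on C169R089 was lost with median centring (0.132) and the signal median (0.055). The difference between the diets in these responses had unadjusted p of 0.19 or more.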

MAPK-dependent induction by the TLR pathway can play crucial roles in the innate immune and inflammatory responses [99]. The current microarray analyses identified multiple pIC-regulated transcripts at different levels of the MAPK cascade (see Fig. 9), suggesting the activation of this pathway in innate antiviral immune responses of salmon MLCs. 

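Of the MAPK cascade, the *map3k8* probes C087R168 and C264R040 rose by 2.07 and 1.48 on the log2 scale in FO7 and by 1.86 and 1.67 in FO5 (limma, largest adjusted p = 0.0002), in 6 of 6 fish of each diet. The *dusp5* probes C032R085 and C056R035 rose by 1.82 and 1.44 in FO7 and by 1.85 and 1.78 in FO5. For C056R035, the call in FO7 (adjusted p = 0.0312) was lost with the authors' deposited values (adjusted p = 0.164), median centring (0.117), no background correction (0.0577) and the signal median (0.0549), and the call in FO5 with median centring (0.0806).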

As validated by qPCR, *map3k8* was up-regulated by pIC at both the early and the late time points; the mammalian orthologue of this transcript was found to regulate antiviral responses via IRF3 phosphorylation [100]. MAPK13 (alias p38 delta), a kinase involved in inflammatory responses, stimulates important transcription factors such as AP-1 in mammalian macrophages [101]. Therefore, the co-down-regulation of *mapk13* and *ap-1* by pIC (Fig. 9) seen herein suggests that *mapk13* function may be conserved in fish and mammalian macrophages. The activation of MAPKs is also managed by the DUSPs via negative feedback loops [100], and our study revealed the negative (e.g. *dusp22a* and *dusp6*) or positive (e.g. *dusp5*) regulation of different members of DUSP family in pIC-stimulated MLCs. In agreement with the current findings, a previous microarray analysis identified *dusp5* as a CpG- and LPS-induced transcript in mononuclear phagocytes of Atlantic salmon [102]. Mammalian *dusp5* is an LPS- and MCSF-induced gene that can restrict macrophage differentiation [100]. Similar to Atlantic salmon MLCs, pIC repressed the expression of *dusp6* in mammalian [103] and rainbow trout macrophages [104], suggesting that *dusp6*’s role in inactivating MAPKs of macrophages may be conserved between fish and mammals. DUSP22 was shown to be a negative regulator for STAT3 in cancer cells [105], but its role in antiviral responses is undetermined. While it appears that MAPKs and their regulating factors are crucial parts of antiviral responses of salmon MLCs, the precise functions of genes in this pathway are yet to be determined for fish species.

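The *ifng* probe (C025R082) rose by 2.27 on the log2 scale in FO7 (limma, standard error 0.41, adjusted p = 0.000325) and 2.29 in FO5 (standard error 0.41, adjusted p = 0.000268). The *jak3* probe (C088R141) rose by 2.17 (standard error 0.24, adjusted p = 4.91e-07) and 2.23 (standard error 0.24, adjusted p = 2.73e-07), and the probe named *traf5* (C054R151) by 2.21 (standard error 0.49, adjusted p = 0.00269) and 2.19 (standard error 0.46, adjusted p = 0.00168). All fish with both values rose for each probe.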

The current microarray-identified and qPCR-validated transcripts (e.g. up-regulation of *ifng*, *jak3* and *traf5a*), as well as our GO enrichment results (e.g. over-representation of cytokine/chemokine-mediated signalling pathway), reveal the IFN-triggered responses of salmon MLCs by pIC stimulation. As depicted in Fig. 10, IFNG and IFNB elicit the antiviral immune responses by up-regulating IFN-induced genes [97, 106]. In addition to *ifng* and *ifnb,* in the current study, pIC stimulation of salmon MLCs led to the co-up-regulation of *ifngr1*/*2* as well as kinases (i.e. *jak1*) and transcription factors (i.e. *stat1*, *stat2* and *stat3*) in the IFN pathway (Fig. 10). 

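The *ifngr2* probe C136R168 rose by 0.93 on the log2 scale in FO7 and 0.96 in FO5 (limma, standard error 0.18 for each, adjusted p = 0.000623 and 0.000391, 6 of 6 fish of each diet), and the other *ifngr2* probe, C015R072, by 0.81 and 0.76 (adjusted p = 0.0628 and 0.0765). The latter was past the threshold in both diets with the fish as a block (adjusted p = 0.0213 and 0.0317), the authors' deposited values (0.00356 and 0.0146) and the signal median, while C136R168 lost its call in FO5 with median centring (0.0515). The 5 *jak1* probes rose by 0.41 to 0.99 in FO7, 4 of them called, and by 0.34 to 1.07 in FO5, 2 of them called (with median centring, C266R129 was called in neither diet and C072R019 not in FO7, and with the fish as a block C072R019 and C117R036 were called in FO5 too). The *stat2* probe (C123R146) rose by 0.90 in FO7 and 0.72 in FO5 and the 2 *stat3* probes by 1.30 and 1.35 in FO7 and 1.30 and 1.29 in FO5. These *stat2* and *stat3* probes were past the threshold in both diets (largest adjusted p = 0.00648). With median centring, the *stat2* probe fell below it in FO5 (adjusted p = 0.303).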

Similar trends were reported for salmon *jak1*, *stat1* and *stat2* in IFN- and SAV-infected TO cells [70]; correspondingly, the pIC-activated IFN pathway in salmon MLCs is assumed to be conserved with higher vertebrates. Mammalian JAK3 and TRAF5 are well-established as kinases associated with receptors of several cytokines (e.g. IL-2) [107] and as a signalling adaptor in cytokine-activated pathways (e.g. IL-17) [108], respectively. The pIC-associated induction of *traf5a* and *jak3* alongside the other microarray-identified pIC-responsive cytokines in this study (e.g. *il4*, *il12* and *stat5*; see Additional file 4: Table S3) suggest the importance of cytokine-activated pathways in the antiviral responses of salmon MLCs. Additionally, our qPCR analyses showed an up-regulation in immune-regulating factors (i.e. *socs1*/*3*, *crem*, *atf3* and *batf3*; Figs. 6 and 7). 

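The *stat5* probe (C066R082) rose by 1.02 in FO7 and 1.05 in FO5 on the log2 scale (limma, standard error 0.17 for each, adjusted p = 0.000161 and 0.000109), in 6 of 6 fish of each diet, and with median centring its call in FO5 was lost (adjusted p = 0.103).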

Mammalian SOCS1 and SOCS3 bind to chemokine receptors and JAKs, thereby inactivating JAK/STAT signalling [109]. These genes were also shown to be LPS- and CpG-DNA-inducible in mammalian macrophages as well as a contributing factor in PAMP-induced hypersensitivity [109]. The induction of *socs1* and *socs3* by pIC in the current study, together with similar results previously reported for SAV-exposed TO cells [70], suggest that *socs1/3* of Atlantic salmon macrophages may display a conserved function with their orthologues in higher vertebrates (see Fig. 10). Multiple alternatively spliced CREMs bind to promoters of cytokine genes, provoking the gene repression or activation through methylation-dependent mechanisms (reviewed by [110]). The regulatory role of BATF3 is chiefly linked to the development of APCs [111]. ATF3 was found to control IFN signalling and to repress PAMP-stimulated cytokine responses in mammalian macrophages [112, 113]. Consistent with the present study, Feng and Rise [114] characterised *atf3* as an evolutionarily-conserved and pIC-inducible transcript in Atlantic cod. Although we showed the involvement of cAMP-dependent factors such as *atf3* in the antiviral responses of salmon MLCs, the precise functions of these factors in teleost macrophages are yet to be investigated.

**Fig. 10:**
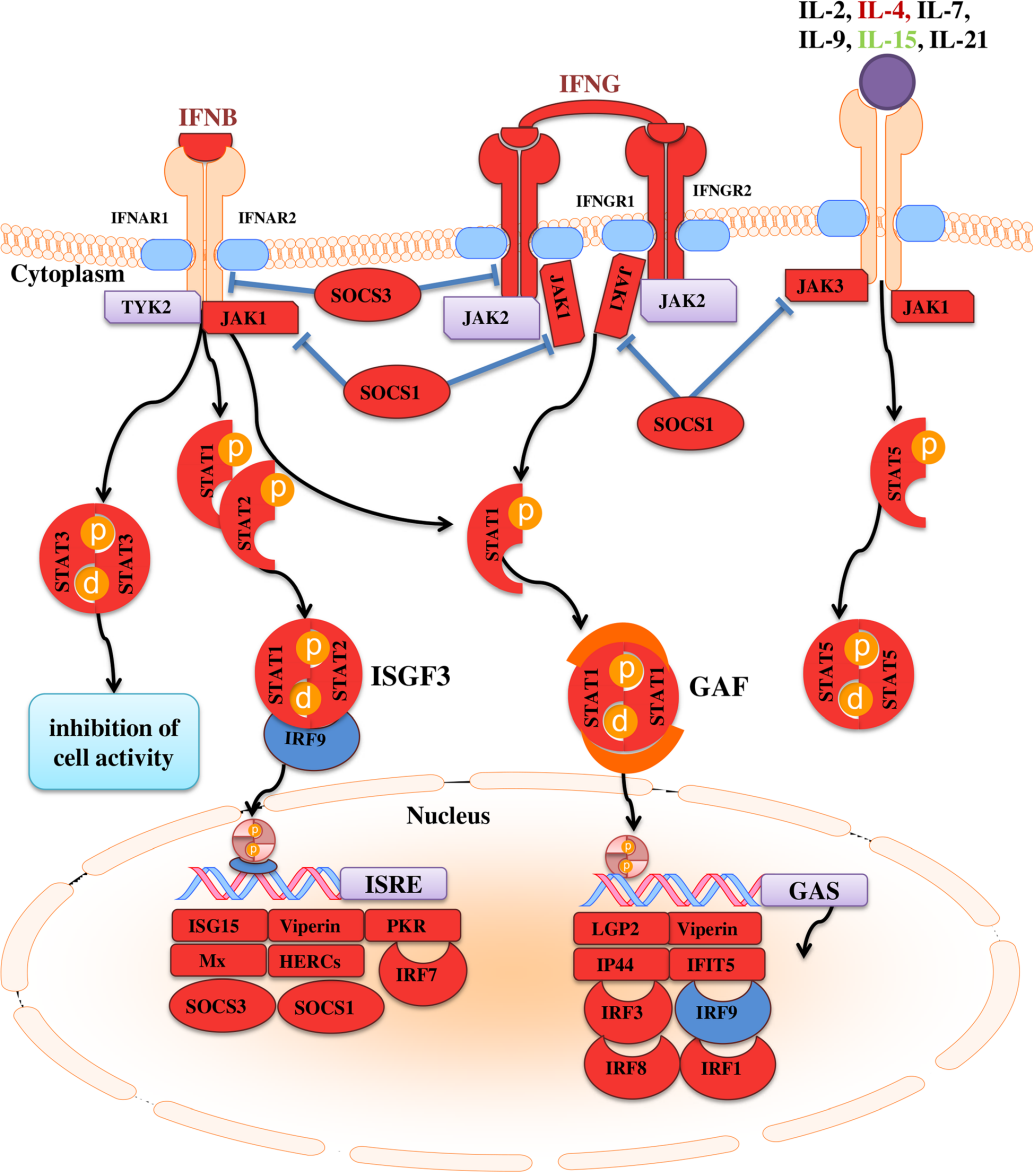
The cytokine-mediated pathways by pIC in Atlantic salmon MLCs. This figure was adapted from known mammalian pathways [79, 97, 107–109]. The up- and down-regulated transcripts by pIC in the present study are drawn in red and green, respectively. The microarray results of *stat1* and *irf7* were only qPCR-validated for the FO7 group. IFNB/G (interferon beta/gamma), IFNAR (IFN alpha receptor), IL (interleukin), IFNGR (IFN-gamma receptor), TYK2 (tyrosine kinase 2), JAK (Janus kinase), SOCS (suppressor of cytokine signaling), STAT (signal transducer and activator of transcription), IRF (IFN regulatory factor), ISGF3 (IFN-stimulated gene factor 3), ISRE (IFN-sensitive response element), GAF (IFNG-activated factor), GAS (IFNG-activated sequence), ISG15 (IFN-stimulated gene 15), LGP2 (RNA helicase LGP2), IP44 (IFN-induced protein 44-like), HERC (E3 ubiquitin-protein ligase herc), IFIT5 (interferon-induced protein with tetratricopeptide repeats 5)﻿. Orange circles show phosphorylation

We found a down-regulation in *cd80* of salmon MLCs in response to pIC, but it was up-regulated in trout leukocytes following LPS stimulation [115]. CD80 is a co-factor on the surface of APCs that regulates T-cell proliferation through engagement with CD28 [116]. Although CD80 is not a well-characterised protein in fish species, it has been shown to be functionally and structurally conserved in rainbow trout [115]. Our results suggest that the transcriptional regulation of salmon *cd80* may be similar to that of higher vertebrates since there was a co-down-regulation by pIC for *cd80* and *ap-1* in this study (Fig. 9; Additional file 4: Table S3). In contrast to *cd80*, the expression of *cytip* (alias *pscdbp*) increased by pIC in salmon MLCs (Fig. 6g). Mammalian CYTIP regulates T cell-APC adhesion in lymphocytes [117]. It appears that pIC stimulation changes the expression of the genes involved in the antigen presenting function of salmon macrophages.

### pIC-responsive transcripts with putative functions as immune effectors

Figure 8 represents a subset of immune effectors activated through PRR- or IFN-mediated pathways in salmon MLCs. Mammalian RNF8 is responsible for ubiquitination of H2A in response to DNA damage [118]. Interestingly, some viruses target RNF8 via phosphorylation-based degradation to enhance viral replication/transcription [118], thus indicating the importance of RNF8 in the virus-host battle. Our transcript expression results, along with the over-representation of histone H2A ubiquitination process in the pIC gene list, may reflect the activation of the DNA repair pathway in salmon during the antiviral response. Additionally, we found a significant induction in pIC-exposed salmon MLCs for *herc4* (2-fold increase; only microarray-identified), *herc3* and *herc6*, members of a protein family containing HECT and RCC1 domains. Likewise, *herc4* expression increased in pIC-stimulated cod macrophages [71] and ISAV-exposed salmon MLCs [30]. 

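The 3 *rnf8* probes rose by 1.22 to 1.96 on the log2 scale in FO7 and 1.10 to 1.66 in FO5 (limma, largest adjusted p = 0.000184 and 0.00056), in 6 of 6 fish of each diet for each probe. With median centring, the call on probe C200R003 in FO5 was lost (adjusted p = 0.0656).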

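The *herc4* probe (C152R007) changed by 1.96-fold in FO7 (log2 standard error 0.21, adjusted p = 0.00246) and 2.08-fold in FO5 (log2 standard error 0.21, adjusted p = 0.000958), in 6 of 6 fish of each diet. The 5 *herc3* probes rose by 1.73- to 6.22-fold in FO7 and 1.98- to 4.37-fold in FO5, and the 2 *herc6* probes by 3.86- and 6.54-fold in FO7 and 3.47- and 4.77-fold in FO5, all past the threshold in both diets. With median centring, the calls in FO5 on *herc4* (adjusted p = 0.125) and on *herc3* probes C034R066, C221R071 and C262R079 were lost, that on C262R079 also in FO7, where it was lost as well without background correction and with scale normalization.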

Different HERCs (i.e. HERC5 in human or HERC6 in mice) in higher vertebrates were reported as IFN-responsive and E3 ligase proteins that play roles in the ISGylation process via interaction with ISG15 [119, 120], thereby inhibiting viral replication. Despite the species-dependent E3 ligase activity of different HERCs, it remains unknown whether the members of this family in fish mediate ISGylation. As in the present study, there was an up-regulation of *mx* and *viperin* in rainbow trout monocyte/macrophage cells exposed to Chum salmon reovirus (CSV) [121], ISAV-stimulated salmon MLCs [30] and IFN-induced salmon TO cells [122]. Similar to its mammalian orthologue, the induction of fish Viperin occurs through the dsRNA-stimulated RLR pathway [123]. Mammalian Viperin restricts viral replication via an unknown molecular mechanism [124]. Furthermore, mammalian Mx exhibits antiviral functions against several RNA viruses (e.g. interference with viral genome replication) [125], and a previously published study confirmed the inhibition of infectious pancreatic necrosis virus (IPNV) replication with salmon Mx [126]. Collectively, the present study suggests that pIC activates the PRR- and IFN-dependent antiviral agents in salmon MLCs.

This investigation showed that *sntb1* is induced (more than 5-fold increase) in pIC-treated salmon MLCs at 24 HPS. SNTB1 is documented to modulate mammalian macrophage lipid efflux [127], but its function in antiviral responses is not well-understood. The qPCR assays showed a slight up-regulation for *optn* in pIC-exposed salmon MLCs (1.5-fold); this was, however, a lower fold-change than that seen in the microarray results. 

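The 6 *optn* probes rose by 1.57- to 7.57-fold in FO7 and 1.51- to 8.06-fold in FO5, all past the threshold in both diets (limma, largest adjusted p = 0.00266 and 0.0089). Probes C007R019 and C241R154 rose by 2.92 and 2.81 on the log2 scale in FO7, whereas the other 4 rose by 0.65 to 1.00 and lost their calls in FO5 with median centring, C177R077 and C188R088 also in FO7.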

Mammalian OPTN is a virus- and pIC-induced protein that can inhibit the virus-induced IFNB production [128]. We revealed herein the activation of several apoptosis-related factors in pIC-stimulated salmon MLCs. Nonetheless, this induction was seen for both pro-apoptotic [e.g. *casp8* (caspase 8) and *casp9*] and anti-apoptotic (e.g. *bcl2*) agents (Fig. 9; Additional file 4: Table S3). 

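The 4 *casp8* probes rose by 0.67 to 0.81 on the log2 scale in FO7, all called, and by 0.36 to 0.93 in FO5, 3 of them called (limma, largest adjusted p = 0.0168 and 0.122). With median centring, *casp8* probe C217R055 did not rise in FO5 (-0.00), and of the *casp8* calls only that on C034R093 in FO7 was kept. That call was lost with scale normalization (adjusted p = 0.101), and the call on C055R102 in FO7 with the authors' deposited values (0.0585). The 2 *cflar* probes, for a regulator of the same caspase, rose by 1.31 and 1.71 in FO7 and 1.64 and 1.78 in FO5, with the call on C098R036 in FO7 lost with median centring (adjusted p = 0.0505).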

The expression of *ctsl1* increased more than 6-fold in pIC-triggered salmon MLCs at 24 HPS, whereas there was a down-regulation (0.4-fold decrease) of *ctsf* in salmon MLCs by pIC. Similarly, *ctsa* expression was lowered by pIC in cod macrophages [71]. CTSs can facilitate cell death by means of degradation of the anti-apoptotic proteins or activation of granule-mediated apoptosis [reviewed by 129]. Moreover, CTSF influences the MHC-II pathway in macrophages via processing of Ii (invariant chain) [130]. The suppression of *ctsf* by pIC in the present study may be due to the involvement of this gene in a different molecular pathway (e.g. MHC-II). The expression of *cflar* was positively regulated by pIC at both early (more than 2-fold) and late (more than 3-fold) time points. CFLAR (alias cFLIP) controls cell apoptosis in mammals by inhibiting the CASP8-mediated pathway [131], but its function is not well-understood in fish species. More studies are needed to determine the PAMP-mediated regulation of apoptosis pathways in salmon MLCs.

## Conclusions

We used various cellular and molecular approaches to determine the effects of different dietary proportions of fish and vegetable oils on the antiviral immune responses of salmon MLCs. Although the fatty acid compositions of the diets did not influence the cellular functions of salmon MLCs, they changed lipid class and n-3 and n-6 proportions of HKLs. The variation in the fatty acid composition of the cells observed herein may have caused diet-associated regulation of gene expression. In addition, the lower level of EPA + DHA (i.e. 1% vs. 1.4%) in the diet influenced the expression of some genes in salmon MLCs. The up-regulation of *fabp4* and *lgmn*, with putative inflammatory- or macrophage-related functions, in the higher vegetable oil diet group in this study suggests immunomodulatory effects of dietary n-6 fatty acid level on salmon macrophages. This study suggests *fabp4* and *psmb8* are important diet-responsive immune-related biomarkers for future studies. However, the results of the current ex vivo-based study do not necessarily reflect the dietary fatty acid-associated responses of different tissues in Atlantic salmon at various ages. Thus, further in vivo and ex vivo-based investigations using a wider range of levels of dietary EPA + DHA, as well as various tissues and life stages, are suggested to broaden the current knowledge of immunomodulatory effects of dietary n-3 and n-6 fatty acids in salmon. The pIC-stimulated transcripts identified by microarray and validated by qPCR provide a better understating of the molecular pathways activated by the antiviral response in salmon MLCs. These results showed that different TLR- and RLR-dependent signalling pathways (e.g. IRFs, NFKB, and STATs) are stimulated by pIC. Further, the present results indicate the importance of MAPKs and their associated regulators in signal transduction of PRR- and cytokine-mediated pathways in salmon. We also identified several IFN-induced immune effectors (e.g. *viperin* and *herc6*), which may play roles in the inhibition of viral replication. Since the current study utilised a viral mimic rather than a live pathogen, further studies are required to evaluate the effects of dietary EPA + DHA on salmon MLC responses to viral infections. Moreover, the pIC-responsive genes identified in the present investigation should be functionally characterised to have a more comprehensive picture of their mechanistic roles in antiviral responses of salmon.

## Additional files

Additional file 1: Figure S1. Overview of experimental design.

Additional file 2: Table S1. Primers used in qPCR studies.

Additional file 3: Table S2. The diet-responsive probes identified by RP (PFP < 0.05) between PBS- and pIC-matched groups of dietary treatments.

Additional file 4: Table S3. Complete list of significantly pIC- responsive probes identified by SAM (FDR < 0.05) and RP (PFP < 0.05) within each dietary group.

Additional file 5: Figure S2. Hierarchical clustering analyses of samples based on of pIC-responsive transcripts overlapping between SAM- and RP-identified lists.

Additional file 6: Figure S3. GO term annotation of pIC-stimulated transcripts in different dietary groups.

Additional file 7: Table S4. The enriched GO terms of pIC-responsive transcripts (overlap between SAM and RP analyses) within each dietary group (Fisher’s exact test, FDR < 0.05).

# Supplementary material for: Transcriptome profiling of antiviral immune and dietary fatty acid dependent responses of Atlantic salmon macrophage-like cells
**Source:** BMC Genomics. 2017 Sep 8;18:706. doi: 10.1186/s12864-017-4099-2

### Supplemental Figure S1. Overview of experimental design.

Following 16 weeks of feeding trial, macrophage-like cells (MLCs) were isolated from 8 Atlantic salmon in each dietary group, and the isolated cells from each individual were exposed to PBS or 10  $\mu\text{g ml}^{-1}$  pIC for 6 h or 24 h. The diet- and pIC-responsive transcripts were determined by the means of microarray analyses on 24 h time point samples. Subsets of microarray-identified transcripts were subjected to qPCR assays, using all samples at both time points. Phagocytosis and respiratory burst assays were conducted on MLCs, whereas the lipid and fatty acid analyses were performed on head kidney leucocytes (HKLs).

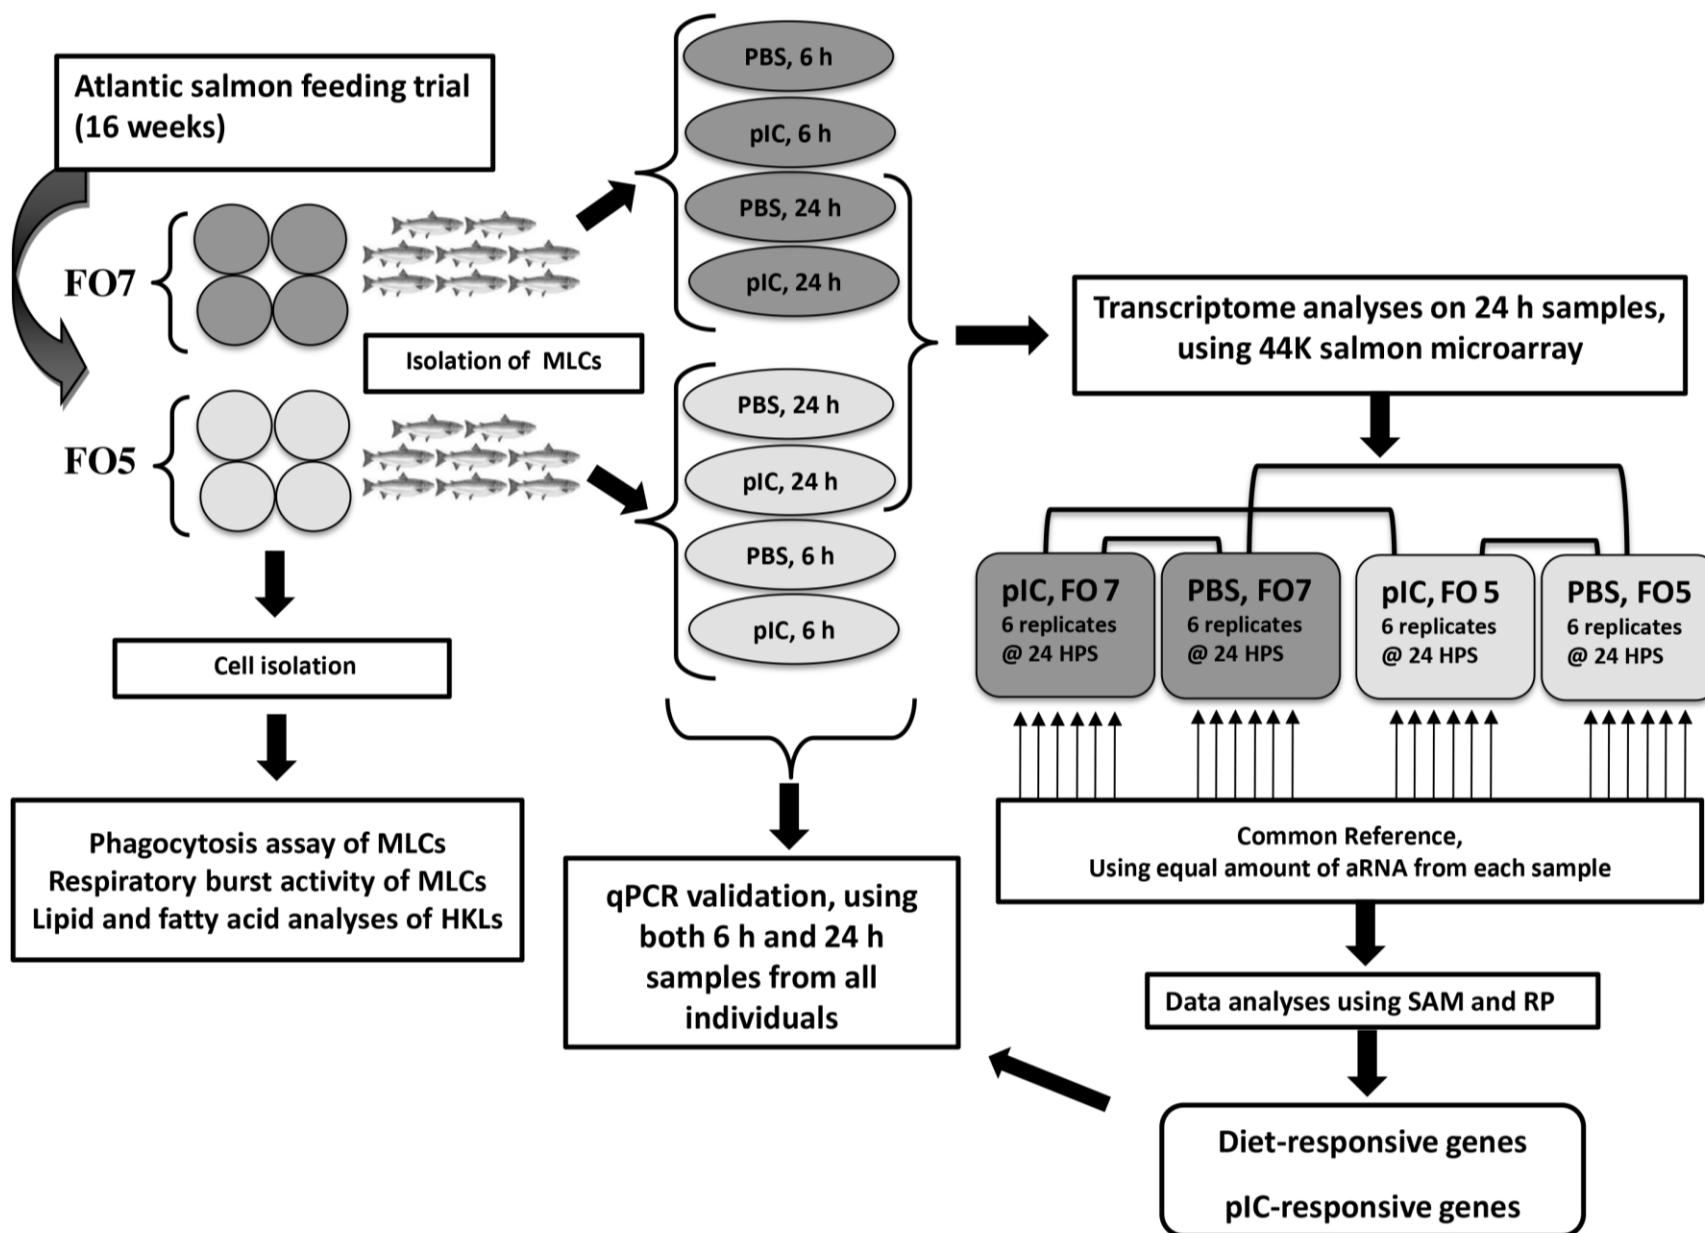

**Supplement:** Supplementary file 1 — Overview of experimental design.

# Supplementary material for: Transcriptome profiling of antiviral immune and dietary fatty acid dependent responses of Atlantic salmon macrophage-like cells
**Source:** BMC Genomics. 2017 Sep 8;18:706. doi: 10.1186/s12864-017-4099-2
**Supplement:** Supplementary file 2 — Primers used in qPCR studies.

**Supplemental Table S1. Primers used in qPCR studies**

|                                                                      |              |         |                        |       |                    |     |
|----------------------------------------------------------------------|--------------|---------|------------------------|-------|--------------------|-----|
| <i>dual specificity phosphatase 6 (dusp6)</i>                        | NM_001165367 | Forward | AGAAAAGAGGGGAAGCGAAG   | 0.994 | 90.7               | 167 |
|                                                                      |              | Reverse | AGCCTTTCGTCGTGAAGCTA   |       |                    |     |
| <i>dual specificity phosphatase 22-a (dusp22a)</i>                   | NM_001140429 | Forward | CTGCGAGAGACATGGGAAAT   | 0.990 | 105.8              | 120 |
|                                                                      |              | Reverse | CAGACAGGATGTGGGTGATG   |       |                    |     |
| <b>Transcription factors</b>                                         |              |         |                        |       |                    |     |
| <i>cAMP-responsive element modulator-like (crem)</i>                 | CB508094     | Forward | GCTCTCTATGCAAGCCCTAGTC | 0.992 | 98.4               | 110 |
|                                                                      |              | Reverse | AGACAAAATGCCCCCAGAG    |       |                    |     |
| <i>interferon regulatory factor 7 (irf7)</i>                         | BT045216     | Forward | CCAGTGCCACCAGTCCTAAT   | 0.999 | 94.5               | 105 |
|                                                                      |              | Reverse | GGTGATCTCCAAGTCCCAGA   |       |                    |     |
| <i>cyclic AMP-dependent transcription factor ATF-3 (atf3)</i>        | BT059485     | Forward | CCAACTTCACTCCCCTGGTA   | 0.993 | 91.9               | 128 |
|                                                                      |              | Reverse | GGCTTCGGACTGTCTTTCTG   |       |                    |     |
| <i>basic leucine zipper transcription factor, ATF-like 3 (batf3)</i> | NM_001141610 | Forward | GAGCCTCTCTGTCCCATCAG   | 0.995 | 95.7               | 102 |
|                                                                      |              | Reverse | TGCATGGTATGGTGGCTATC   |       |                    |     |
| <i>signal transducer and activator of transcription 1 (stat1)</i>    | DW551983     | Forward | GGTCCACACAAATCAACGTG   | 0.998 | 97.1               | 154 |
|                                                                      |              | Reverse | CTTTGCAGGGCCTTCTCTT    |       |                    |     |
| <b>Immune effectors</b>                                              |              |         |                        |       |                    |     |
| <i>ring finger protein 8, E3 ubiquitin protein ligase (rnf8)</i>     | NM_001173788 | Forward | CACGAGTCGGGAAAGATTTG   | 0.996 | 100.3 <sup>b</sup> | 116 |
|                                                                      |              | Reverse | TATCATTAGGGGGCAGCTTG   |       |                    |     |
| <i>CASP8 and FADD-like apoptosis regulator (cflar)</i>               | EG868690     | Forward | AGCTGGAGGAGAAGGACCAT   | 0.998 | 98.1               | 153 |
|                                                                      |              | Reverse | ATCTGGCTCCTGGATTCTT    |       |                    |     |
| <i>interferon-induced GTP-binding protein Mx (mx-b)<sup>a</sup></i>  | NM_001139918 | Forward | ACGCACCACTCTGGAGAAAT   | 0.995 | 93.2               | 184 |
|                                                                      |              | Reverse | CTTCCATTTCGCCAACTCTG   |       |                    |     |
| <i>optineurin (optn)</i>                                             | NM_001140289 | Forward | GAGCCAGCTAGAGCAGAGGA   | 0.997 | 91.8               | 144 |
|                                                                      |              | Reverse | CCCACCTCCTTAGTGACCAG   |       |                    |     |
| <i>E3 ubiquitin-protein ligase herc3 (herc3)</i>                     | DY693327     | Forward | GGTGACTGCTGGTCTCTATT   | 0.999 | 92.8               | 113 |
|                                                                      |              | Reverse | GGGTCACGAGTGCGTAGAAT   |       |                    |     |
| <i>E3 ubiquitin-protein ligase herc6 (herc6)</i>                     | EG915319     | Forward | CACCGGCTAACAGTGATGTG   | 0.998 | 92.6               | 128 |
|                                                                      |              | Reverse | GCACCCAGTTGTCTGAAGGT   |       |                    |     |
| <i>interferon, gamma (ifng)</i>                                      | AJ841811     | Forward | CCGTACACCGATTGAGGACT   | 0.998 | 94.9               | 133 |
|                                                                      |              | Reverse | GCGGCATTACTCCATCCTAA   |       |                    |     |
| <i>viperin</i>                                                       | BT047610     | Forward | ACCATTTTACCCGACAGTGC   | 0.995 | 103.2              | 183 |
|                                                                      |              | Reverse | TCCCCAAGAAATCACCTCTG   |       |                    |     |
| <i>beta-1 syntrophin (snb1)</i>                                      | BT072489     | Forward | CACTCATGCCCAAAGCCTAT   | 0.997 | 95.3               | 194 |
|                                                                      |              | Reverse | ATAAGCCATGTTTCGCCTCTG  |       |                    |     |
| <i>cathepsin-L1-like (ctsl1)</i>                                     | DW575971     | Forward | TAGTTGTGGCTGCTGCTCTG   | 0.997 | 86.8               | 199 |
|                                                                      |              | Reverse | TAGGACTTGATGCCCTGGTC   |       |                    |     |
| <i>cathepsin-f (ctsf)</i>                                            | NM_001140206 | Forward | TGCTGTGTTTTAGGCAGAGG   | 0.995 | 98.7               | 122 |
|                                                                      |              | Reverse | CAGGGGAACATAACGGACAC   |       |                    |     |
| <b>Normalizers</b>                                                   |              |         |                        |       |                    |     |
| <i>60S ribosomal protein 32 (rpl32)</i>                              | BT043656     | Forward | AGGCGGTTTTAAGGGTCAGAT  | 0.997 | 101.7              | 119 |
|                                                                      |              | Reverse | TCGAGCTCCTTGATGTTGTG   |       |                    |     |
| <i>eukaryotic translation initiation factor 3 subunit D (eif3d)</i>  | GE777139     | Forward | CTCCTCCTCCTCGTCTCTT    | 0.995 | 101.4              | 105 |
|                                                                      |              | Reverse | GACCCCAACAAGCAAGTGAT   |       |                    |     |

<sup>a</sup> These transcripts were not present in the microarray significant gene list.

<sup>b</sup> The amplification efficiencies of these primers were determined using 4-point serial dilutions of cDNA. The diet-responsive transcripts were selected from RP-identified gene lists. The pIC-responsive transcripts were selected from microarray-identified transcripts overlapping between SAM and RP in both dietary groups (783 DEP; see Fig. 2), except for *cd209d* (RP-identified in the FO5 group), and *stat1* and *irf7* (SAM-identified in both groups).

# Supplementary material for: Transcriptome profiling of antiviral immune and dietary fatty acid dependent responses of Atlantic salmon macrophage-like cells
**Source:** BMC Genomics. 2017 Sep 8;18:706. doi: 10.1186/s12864-017-4099-2
**Supplement:** Supplementary file 5 — Hierarchical clustering analyses of samples based on of pIC-responsive transcripts overlapping between SAM- and RP-identified lists.

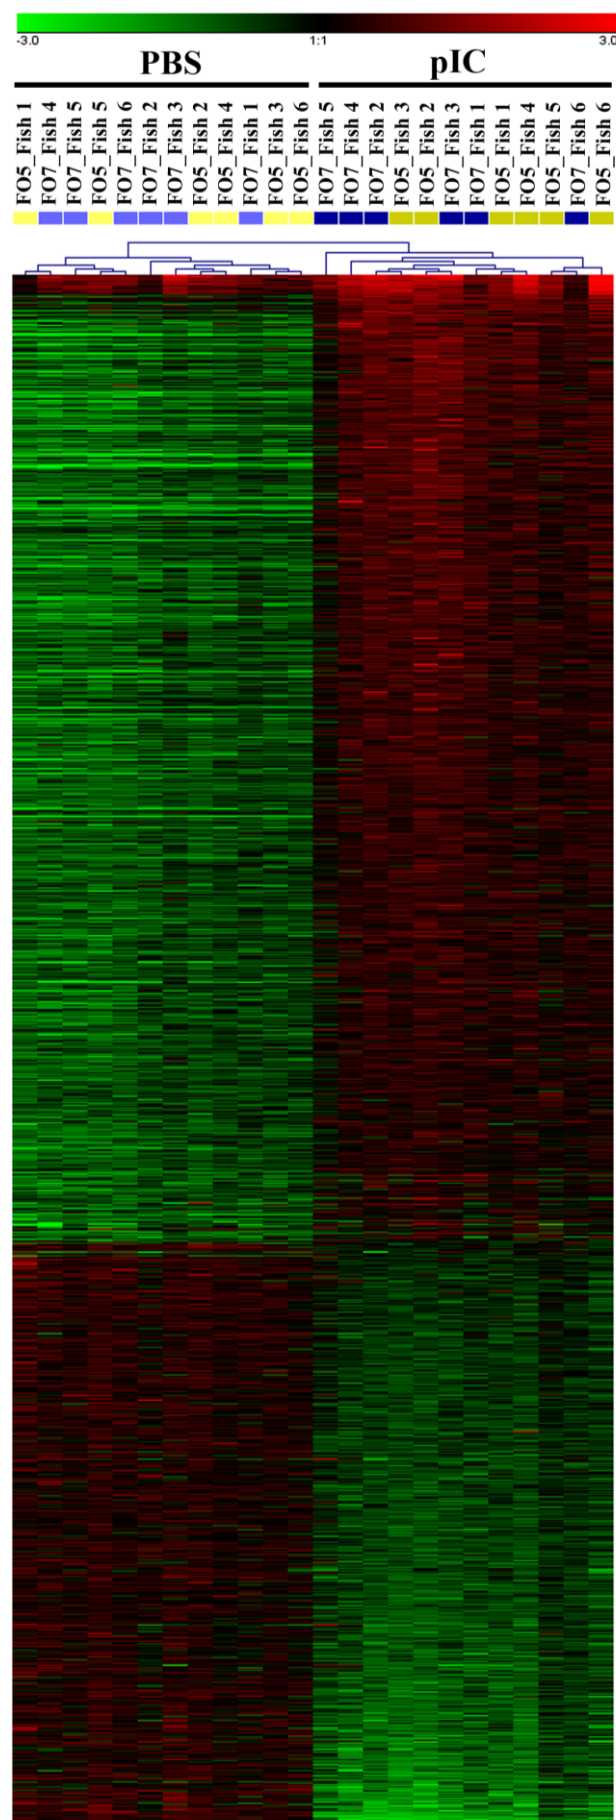

**Supplemental Figure S2.** Hierarchical clustering analyses of samples based on of pIC-responsive transcripts overlapping between SAM- and RP-identified lists. Coloured blocks at the top of the figure indicate the dietary and stimulation groups: light blue, PBS FO7; dark blue, pIC FO7; light yellow, PBS FO5; dark yellow, pIC FO5.

# Supplementary material for: Transcriptome profiling of antiviral immune and dietary fatty acid dependent responses of Atlantic salmon macrophage-like cells
**Source:** BMC Genomics. 2017 Sep 8;18:706. doi: 10.1186/s12864-017-4099-2
**Supplement:** Supplementary file 6 — GO term annotation of pIC-stimulated transcripts in different dietary groups.

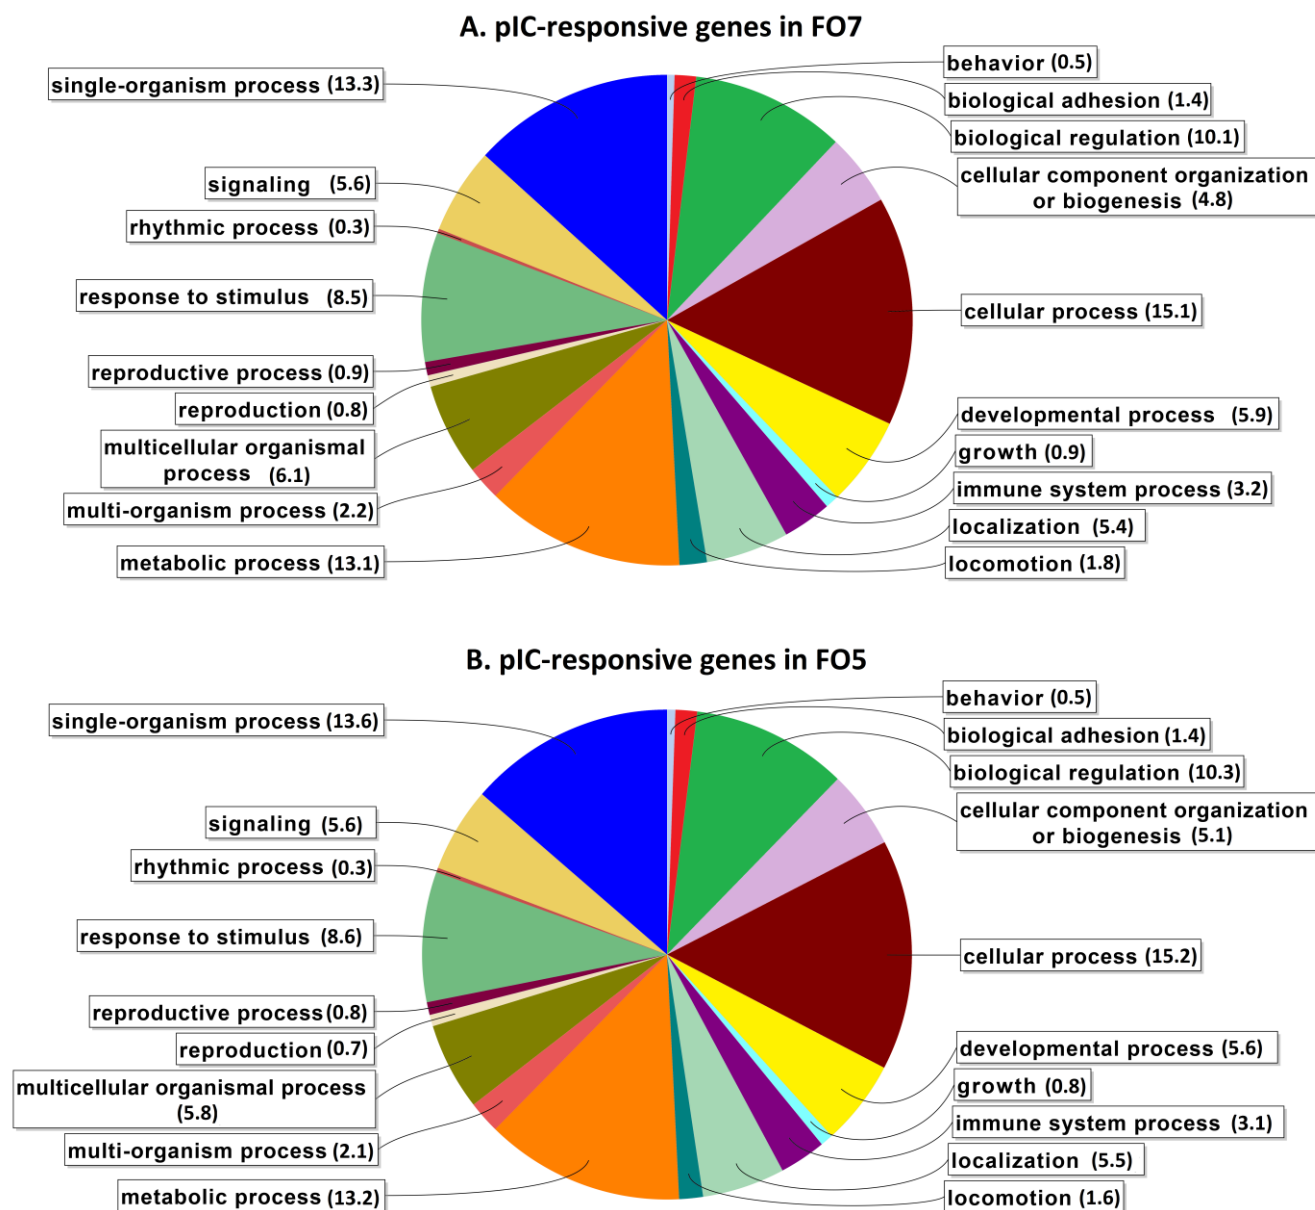

**Supplemental Figure S3. GO term annotation of pIC-stimulated transcripts in different dietary groups.** The charts illustrate the distribution of GO terms (Biological Process level 2) in pIC-responsive transcripts (i.e. overlapped between SAM- and RP-identified lists) of salmon MLCs in FO7 (**A**) and FO5 (**B**) groups. The numbers between brackets represent the percentage of probes with each GO annotation.

# Supplementary material for: Transcriptome profiling of antiviral immune and dietary fatty acid dependent responses of Atlantic salmon macrophage-like cells
**Source:** BMC Genomics. 2017 Sep 8;18:706. doi: 10.1186/s12864-017-4099-2
**Supplement:** Supplementary file 7 — The enriched GO terms of pIC-responsive transcripts (overlap between SAM and RP analyses) within each dietary group (Fisher’s exact test, FDR < 0.05).

**Supplemental Table S4. The enriched GO terms of pIC-responsive transcripts (overlap between SAM and RP analyses) within each dietary group (Fisher's exact test, FDR < 0.05)**

|            |                                                                                  |   |     |     |       |
|------------|----------------------------------------------------------------------------------|---|-----|-----|-------|
| GO:0032436 | positive regulation of proteasomal ubiquitin-dependent protein catabolic process | P | 10  | 10  | OVER  |
| GO:0019915 | lipid storage                                                                    | P | 7   | 6   | OVER  |
| GO:0002250 | adaptive immune response                                                         | P | 15  | 16  | OVER  |
| GO:0019221 | cytokine-mediated signaling pathway                                              | P | 24  | 27  | OVER  |
| GO:0032480 | negative regulation of type I interferon production                              | P | 6   | 6   | OVER  |
| GO:0031057 | negative regulation of histone modification                                      | P | 8   | 8   | OVER  |
| GO:0006282 | regulation of DNA repair                                                         | P | 9   | 10  | OVER  |
| GO:0007017 | microtubule-based process                                                        | P | 3   | 7   | UNDER |
| GO:0071840 | cellular component organization or biogenesis                                    | P | 145 | 205 | UNDER |
| GO:0044085 | cellular component biogenesis                                                    | P | 53  | 76  | UNDER |
| GO:0016043 | cellular component organization                                                  | P | 142 | 201 | UNDER |
| GO:0060322 | head development                                                                 | P | 10  | 15  | UNDER |
| GO:0019725 | cellular homeostasis                                                             | P | 6   | 10  | UNDER |
| GO:0022607 | cellular component assembly                                                      | P | 49  | 70  | UNDER |
| GO:0007417 | central nervous system development                                               | P | 15  | 20  | UNDER |
| GO:0000226 | microtubule cytoskeleton organization                                            | P | 3   | 6   | UNDER |
| GO:0007399 | nervous system development                                                       | P | 47  | 66  | UNDER |
| GO:0007420 | brain development                                                                | P | 10  | 14  | UNDER |
| GO:0007018 | microtubule-based movement                                                       | P | 0   | 0   | UNDER |
| GO:0003008 | system process                                                                   | P | 24  | 25  | UNDER |
| GO:0043009 | chordate embryonic development                                                   | P | 19  | 18  | UNDER |
| GO:0006396 | RNA processing                                                                   | P | 15  | 21  | UNDER |
| GO:0009792 | embryo development ending in birth or egg hatching                               | P | 20  | 19  | UNDER |
| GO:0008380 | RNA splicing                                                                     | P | 4   | 6   | UNDER |
| GO:0022613 | ribonucleoprotein complex biogenesis                                             | P | 6   | 9   | UNDER |
| GO:0044699 | single-organism process                                                          | P | 403 | 544 | UNDER |
| GO:0016071 | mRNA metabolic process                                                           | P | 10  | 18  | UNDER |

<sup>1</sup> C: Cellular Component, F: Molecular Function and P: Biological Process

<sup>2</sup> Numbers of probes annotated with each GO term in pIC-responsive gene list overlapping between SAM and RP of each dietary group. Numbers highlighted in grey indicate a significant over- or under-representation (Fisher's exact test, FDR < 0.05) in the pIC-responsive gene list of the given dietary treatment, compared to the whole 44K salmon microarray. Total number of probes annotated with at least 1 GO term was 666 and 865 for FO7 and FO5 groups, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

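Head kidney macrophage-like cells (MLCs) of 12 Atlantic salmon, 6 per diet (FO7 and FO5), were cultured with PBS or 10 µg/ml of pIC for 24 h, and the RNA of the 24 cultures was hybridized to a 44K salmonid oligonucleotide array. The intensity values per spot were deposited as the authors' ImaGene output, that is, mean and median signals with local backgrounds and quality flags for Cy5 (the sample) and Cy3 (the common reference), without background subtraction or normalization. A deposited table holds the log2 ratios of Cy5 to Cy3 that the authors made by removing flagged and low-quality spots and by loess normalization within arrays in marray, without imputed values. In that table 20639 probes have a value, and 13341 are missing on at most 25% of the arrays.

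From the deposited intensities, the mean signals were corrected by normexp with an offset of 50 in limma 3.58.1 (R 4.3.3), the log2 ratio was taken, and each array was normalized by loess with control and flagged spots at a weight of 0. Flagged spots were set to missing. Of 43689 probes, 35528 were missing on at most 25% of the arrays, and 35122 of these had a Cy5 signal above the local background mean plus 2 SD on at least 6 arrays. Deposited log2 ratios correlated with these values across probes with r between 0.964 and 0.981 per array (probes are not independent replicates). Between 36348 and 37573 probes per array were unflagged. The signal was 6.47 to 15.9 times its background in the median probe of an array. The number of arrays and these signals limit the precision.

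limma was fitted to all 24 arrays with 4 group means. The contrasts were pIC against PBS within each diet, FO5 against FO7 within each culture and the interaction of diet and pIC, with Benjamini-Hochberg adjusted p and a threshold of 0.05. SAM and Rank Products (RP) were written from their published procedures in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and run as two-class comparisons with 100 permutations and thresholds of 0.05 on the FDR and the percentage of false positives (PFP). Missing values were filled from the 10 nearest probes for SAM and RP, because the imputation program that the methods name was not used here. Lists of probes were tested with camera at a preset correlation of 0.01 and with fry, and by exact permutation of the list's mean per fish. Samples were clustered by Pearson correlation with complete linkage after median-centring of probes. Grouping by diet was tested by exact permutation of the fish.

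Each tool was tested on simulated data with 200 changed probes among the 35122, with the spread of the real probes. In the comparison of diets in PBS, limma recovered 7.35%, SAM 5.88% and RP 4.41% of the probes changed by 0.5 on the log2 scale. limma recovered 60.6%, SAM 51.5% and RP 53.0% of those changed by 1, and 96.97%, 95.5% and 98.5% of those changed by 2. limma called 6, SAM 5 and RP 179 unchanged probes there. With equal spreads for all probes, RP called 3 unchanged probes. The simulated values were normal and independent between probes and arrays, so correlation between probes and fish shared by the cultures were left out. In the real comparison of diets in PBS, RP called 32 probes in all, fewer than the 179. These rates may therefore not carry over to the real data.

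Probes were named only from the copies of Tables S2 and S3, which pair probe IDs with protein hits. The copy of Table S3 holds 1673 probes and lacks 3466, so it was used for names and for no test of overlap or enrichment. The probes named in the text are those whose IDs the paper prints, those whose hit carries the name of a transcript that the paper discusses, the 5 that changed most in each direction by pIC in both diets and all fish, and those with the smallest p or a SAM call between diets. Not every transcript that the paper discusses was analysed here. This rule, the tests of the paper's claims and the alternatives named next were chosen before the data were examined. They were no background correction, the median signal, median centring, scale normalization between arrays, no filter on dim probes, removal of dim spots, the deposited log2 ratios, array weights, stricter thresholds, only the groups compared, the fish or the slide as a block, an s0 of 0 in SAM, other distances and linkages, and leaving out each fish in turn. Added after the data were seen were the local background mean, the scan image as a random block, the slide as a fixed block, saturated spots kept, and the deposited values without the filter on dim probes.

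Slide and array position were read from the deposited spot files. Each of the 6 slides held the 4 arrays of 1 fish number, and the 24 arrays came from 12 scan images. The consensus correlation was 0.260 within fish, 0.0890 within slides and 0.178 within scan images. Left out were the GO term enrichment, which needs annotation that was not used here, the subset of cytokine-related probes shown only in a figure, and the qPCR, phagocytosis and lipid measurements.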

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

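The tests on the single *scarb1-b* value were chosen only after it was seen.

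In the FO7 fish after pIC, the log2 ratio of the *scarb1-b* probe C118R093 was -1.65 in fish 2 and between -0.76 and -0.40 in the other fish. The gap to the nearest fish was 0.711 of the group's range, above Dixon's 95% critical value for 6 samples. Of 65 groups looked at, 1 had such a sample, where chance alone gives about 1 in 20, or 3.25. Whether the whole array read low stays open. This array was the lowest of the 6 for 14.97% of 26853 probes, where 16.7% is the chance share, but loess centres each array and so fixes a share near this. Background correction of a dim spot is argued against, since the gap was 0.776 of the range without background correction. The spot was not above its local background, so a poor spot may remain behind the value. A difference of this fish stays open and was not tested. In the other FO7 fish the spot was above background after pIC, while in FO5 fish 2, on the same slide, it was not (-1.41).

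Outside the 13259 probes of the deposited table that could be tested, limma called 2359 of 21863 probes by pIC in at least 1 diet, 1480 in FO7 and 1914 in FO5. The paper does not report on these probes, which are dimmer (a median mean log2 intensity of 7.39, against 11.84 inside the table). Chance calls from dim spots are argued against, because 97.9% of the FO7 calls changed in the same direction in the FO5 fish, where the share is 64.3% for probes without a call. The position of an array on its slide and the stimulation cannot be told apart, since PBS arrays lay at positions 1 and 3 and pIC arrays at positions 2 and 4 of every slide. Within PBS, limma called 0 probes between positions 1 and 3 (1284 at an unadjusted p under 0.05), and within pIC 0 between positions 2 and 4 (1649). A response to pIC of these transcripts is consistent with the 97.9%, and the position stays open.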

How the results depend on the processing

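Added after the results were seen were the alternatives with the local background mean, the scan image as a random block, the slide as a fixed block, saturated spots kept and the deposited values without the filter on dim probes.

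Clustering of all 24 samples by stimulation held under every alternative run for it. Over all probes, the difference in mean correlation between same-diet and other pairs stayed negative, at -0.05 to -0.02 in PBS and -0.02 in pIC. Over the probes called by pIC by both SAM and RP it turned from -0.05 to 0.05 in PBS without background correction. In pIC it turned from 0.02 to -0.02 with the deposited values. The interaction of diet and pIC gave 0 limma calls under every alternative, with 125 to 1634 probes at an unadjusted p under 0.05, and was not run with SAM or RP. limma gave 0 calls between diets in PBS under every alternative, with 365 to 4042 probes at an unadjusted p under 0.05 (SAM and RP are given further on). The median of the sterol synthesis probes stayed positive and past the camera threshold, at 0.42 to 0.63 in PBS and 0.74 to 1.03 in pIC with each fish left out and at up to 0.87 (median centring) and 0.93 (the deposited values) under the other alternatives. The red blood cell median in pIC stayed negative, at -1.23 to -0.37.

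limma called 3848 probes by pIC in FO7 and 4706 in FO5. With median centring these were 1495 and 2764, and at an adjusted p of 0.01 they were 2187 and 2544. The cause of the change with median centring was not tested. With each fish left out the counts were 2813 to 3461 and 3291 to 4095. limma called 1 probe between diets in pIC with array weights, 1 with the signal median and 1 with the local background mean, against 0 from the values reported. It called 0 to 2 with each fish left out, 2 without FO5 fish 2 and 1 without FO5 fish 4.

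At an FDR of 0.01, SAM called 2464 probes by pIC in FO7 and 3762 in FO5. Without background correction it called 2034 and 3968. The ranges with each fish left out were 3041 to 3528 and 5031 to 5990. At a PFP of 0.01, RP called 1002 and 1112, with the deposited values 949 and 1157, with these and no filter on dim probes 951 and 1168, and without background correction 827 and 946. With each fish left out it called 1166 to 1362 in FO7 and 1364 to 1565 in FO5. By both methods, 930 and 1144 probes were called with the deposited values, 930 and 1153 with these and no filter on dim probes, and 730 and 861 without background correction. Of these, 799, 801 and 524 were shared by the diets. The deposited table offers 13259 probes to test in place of 35122. The cause of the change without background correction was not tested.

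Between diets in PBS, RP called 14 probes at a PFP of 0.01, 21 with the deposited values and 19 with these and no filter on dim probes. In pIC it called 27, 26 and 27, and 19 without background correction. Probes shared by both cultures were 9, 9 and 4 with the deposited values, with these and no filter on dim probes, and without background correction. With each fish left out, RP called 22 to 40 probes in PBS and 39 to 126 in pIC, 39 without FO5 fish 6, 43 without FO7 fish 6, 115 without FO7 fish 2 and 126 without FO7 fish 3. Those lower in FO5 outnumbered those higher in pIC without FO7 fish 1, 2 or 3 (64 and 34, 69 and 46, 83 and 43), where 52 were higher and 15 lower with all fish. SAM called 2 probes between diets in PBS without background correction. In pIC it called 1 with the deposited values, 1 with these and no filter on dim probes, 0 without background correction and 0 with an s0 of 0. Leaving out each fish gave SAM 0 to 2 calls in PBS (2 without FO5 fish 4, 2 without FO7 fish 1, 1 without FO7 fish 6) and 0 to 3 in pIC (0 without FO5 fish 1, 3, 5 or 6 or FO7 fish 1; without FO7 fish 5 the calls, 2 in number, were lower in FO5, where those of all fish were higher). The cause was not tested.

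The red blood cell median in PBS, -0.14, was -0.42 and past the camera threshold with the deposited values (camera p = 0.0271, where the mean of the list over fish was not tested by exact permutation) and reversed to 0.18 with median centring. With each fish left out it lay between -0.64 and 0.20. It reversed without FO5 fish 3 (0.02), FO5 fish 6 (0.06), FO7 fish 4 (0.15) and FO7 fish 5 (0.20), and passed the camera threshold without FO5 fish 1 (-0.54), FO7 fish 2 (-0.36) and FO7 fish 3 (-0.64).

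Of the log2 changes of single named probes under the 8 alternatives run for them (the deposited values, the fish as a block, median centring, no background correction, no filter on dim probes, saturated spots kept, scale normalization and the signal median), 2003 kept direction and side of the threshold, 82 moved past it, 88 fell short of it and 12 reversed. All that reversed are changes by pIC. In FO5 with median centring these were *fabp4* (-0.19), *lgmn* (-0.24), *psmb8* (-0.25), *nfkb2* probe C213R060 (-0.0029), *casp8* probe C217R055 (-0.0034) and *ip44* probe C237R013 (-0.14). The others were *lgmn* with the signal median (-0.12), *tmod4* (0.15) and *pld4* (0.24) with scale normalization and *pld4* with the deposited values (0.068), all in FO5, and *psmb8* in FO7 with the fish as a block (0.0058) and with saturated spots kept (0.38). For *pld4* with the deposited values, FO5 fish 6 lacks a value after pIC and has the lowest one in PBS (-4.35), and the 5 FO5 fish with both values were all lower after pIC. For the others the cause was not tested.

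Signals above background limit what dim probes show. In the median array 84.6% of probes were above the local background mean plus 2 SD.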

Differences from the paper's values

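The deposited values without the filter on dim probes were an alternative chosen only after the results were seen.

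The dataset tested here has 35122 probes, and the paper's has 12983. With the deposited values, 13341 probes passed the limit on missing values, within 1.5 times the paper's count. Without the filter on dim probes 35528 were tested.

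Between diets in PBS, RP called 32 probes, and the paper's count is 14. The count was within 1.5 times the paper's at a PFP of 0.01 (14) and with the deposited values (21), and not without background correction (24) or without the filter on dim probes (32). Shared by PBS and pIC were 22 probes, and the paper's count is 12. There were 9 shared with the deposited values, within 1.5 times the paper's, and not without background correction (4) or without the filter on dim probes (22). RP called 67 probes between diets in pIC, within 1.5 times the paper's 54, as it was without the filter on dim probes (66) and was not at a PFP of 0.01 (27), with the deposited values (26) or without background correction (19). SAM called 2 probes between diets in pIC, and the paper's count is 1. It was 1 with the deposited values, and it was not at an FDR of 0.01 (2), without background correction (0), without the filter on dim probes (2) or with an s0 of 0 (0).

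RP called 1657 probes by pIC in FO7 and 2004 in FO5, and the paper's counts are 910 and 1150. They were within 1.5 times the paper's at a PFP of 0.01 (1002 and 1112), with the deposited values (949 and 1157) and without background correction (827 and 946), and not with the fish as a block (2261 and 2483) or without the filter on dim probes (1656 and 2021).

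Called by both methods were 1593 probes in FO7 and 1958 in FO5, where the paper's counts are 890 and 1128. Of these 1091 and 1215 were up-regulated (the paper's 612 and 705) and 502 and 743 down-regulated (the paper's 278 and 423). In at least 1 diet 2223 were called (the paper's 1235), in both 1328 (the paper's 783), in FO7 only 265 (the paper's 107) and in FO5 only 630 (the paper's 345). With the deposited values all of these fell within 1.5 times the paper's counts, at 930 and 1144 in FO7 and FO5, 639 and 717 up, 291 and 427 down, 1275 in at least 1 diet, 799 in both, 131 in FO7 only and 345 in FO5 only. Without background correction the counts in FO7 and FO5 (730 and 861), up (603 and 639), in at least 1 diet (1067), in both (524) and in FO5 only (337) fell within it, and those down (127 and 222) and in FO7 only (206) did not. Without the filter on dim probes none of them did. The deposited values without that filter, chosen after the values were seen, gave 930 and 1153 probes by both methods in FO7 and FO5, 951 and 1168 by RP, 9 shared by PBS and pIC and 1 by SAM between diets in pIC, with 14 of the 14 PBS probes and 23 of the 54 pIC probes of Table S2 called by RP and the rest dropped.

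For *mavs*, the paper states down-regulation by pIC. The only *mavs* probe named in the part of Table S3 analysed, C147R136, rose by 2.00 on the log2 scale in FO7 and 2.14 in FO5, and that copy of the paper's table lists it as up-regulated too. All 103 probes that the copy names for transcripts the paper discusses rose in both diets. A lowered *mavs* probe in the rows left out therefore stays possible. The paper states down-regulation by pIC for *cd209d* as well, from the array and qPCR, and took it from RP in FO5. The only *cd209d* probe named in the part analysed, C198R105, rose by 1.28 in FO7 and 1.53 in FO5. It may not be the probe that the paper used, which may lie in the rows left out. The paper describes most PBS samples of each diet as lying close together in the tree, whereas PBS samples of the same diet were here no closer than those of different diets (a difference in mean correlation of -0.04), with the largest branch of 1 diet holding 2 FO7 fish. That branch held 3 FO5 fish with the deposited values. The paper gives a range for the up-regulation of *irf1*, *irf3* and *irf7*, and single probes for these lay between 1.23- and 1.98-fold here. Of the 54 pIC probes of Table S2, RP called 12 here and 24 with the deposited values. Of the 14 PBS probes it called 11 and 14. In Table 4, *sc5d*, *lgmn* and *tmod4* were not called by RP in pIC. The deposited values, with and without the filter on dim probes, gave a call for *sc5d* and *lgmn* and none for *tmod4*. Calls of single probes by RP were compared under these settings only.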

Other observations

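The tests on *psmb8*, *MHC-I*, the spread of the probes that RP called, the spread between fish within a culture, slides and scan images and red blood cells were chosen only after the results were seen.

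Splits of the samples that part all 6 fish of a diet gave as many pIC calls as the real split in 1 of 32 splits (the real split itself) for SAM, RP, limma and the overlap of SAM and RP, in FO7 and in FO5. Chance can be excluded for them. As many shared probes came up in 1 of 100 drawn pairs of splits, the real pair. The other splits are not free of effects, as RP called up to 799 probes in FO7 and 848 in FO5 in them, and limma up to 469 and 545.

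For the comparisons of diets, 100 splits of the 12 fish were drawn. In PBS, as many calls as in the real split came up in 100 splits for SAM and 99 for RP, and in 100 for limma, and in pIC in 28, 52 and 100. As many interaction calls came up in 100 and as many RP probes shared by both cultures in 80. Where the real count is 0 (SAM in PBS, limma in both cultures and the interaction), every split has as many and the splits say nothing. Chance cannot be excluded for the RP counts and for SAM in pIC. As small a camera p came up for the red blood cell probes in 82 splits in PBS and 23 in pIC, where chance cannot be excluded, and for the sterol synthesis probes in 1 in PBS and 2 in pIC, the real split included. The sterol list was grouped here from probes that the study called between these fish, so for it the splits do not decide whether chance can be excluded. Splits by slide, which put all fish of 3 slides on each side, gave as many RP calls as the real split in 10 of 10 splits in PBS and 5 of 10 in pIC, and as many SAM calls in pIC in 6 of 10. With the slide as a random block, limma still called 0 probes between diets, with 1242 in PBS and 2010 in pIC at an unadjusted p under 0.05.

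The RP calls between diets may rest on single fish. Over the other drawn splits, RP called a median of 70 probes in PBS, more than the 32 of the real split. The 77 probes that RP called between diets had a median percentile of 98.98 for the spread within groups among all probes, and 64 were above the 95th percentile, whereas the 2299 probes called by pIC had a median percentile of 79.3. Whether the overlap between PBS and pIC comes only from the same fish having given both cultures stays open. As above, as many shared probes as the 22 came up in 80 of 100 splits, with a median of 30 in the other splits, and in 94 all shared probes had the same direction. In the other splits a median of 46.2% of the RP calls in PBS were also called in pIC, against 68.8% in the real split, and 3 of 100 splits reached that share, but the share is taken of few PBS calls in the real split and does not decide.

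For *psmb8* and *MHC-I*, a difference between single fish that both cultures of a fish carry is a candidate explanation of the lower values in FO5. Of the spread within diets, 97.7% lay between fish for *psmb8* and 99.5% for *MHC-I*, against a median of 62.7% over 34457 probes. The share was as high for other probes of Table 4, at 99.1% for *pld4*, also lower in FO5, and 97.0% for *fcr2* and 96.9% for *fabp4*, which were higher in FO5. A cause in saturated spots is argued against for *psmb8*, since the difference in PBS was -2.22 with them kept. A variant between fish and a difference caused by diet both stay open, as no genotype was tested.

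More probes were called by pIC in FO5 than in FO7. A smaller spread between FO5 fish does not bear on the limma counts, since the fit has 1 variance per probe for both diets, and stays open for the SAM and RP counts, which come from each diet alone. The median SD between fish within a culture in FO5 was 0.951 times that in FO7, and that of the change within fish, which does not enter these counts, 0.991 times. A difference in limma counts as large came up in 32 of 100 drawn splits, so chance assignment of the fish to diets may explain it. Whether FO5 fish responded more cannot be told apart from no difference at 6 fish per diet (exact two-sided permutation p = 0.532 for the response slope).

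In PBS, samples of different diets correlated slightly more than samples of the same diet. Sharing a slide is argued against as a possible explanation, since without pairs of fish on the same slide the difference was still -0.0375. Whether sharing a scan image plays a part stays open. Arrays of different diets on the same slide correlated less in the mean when they shared the image, by -0.0590. The 5 pairs with a shared image ranged from -0.148 to 0.174 and the 7 pairs without one from -0.0341 to 0.183. These pairs come from both cultures and their ranges overlap, so the difference does not decide.

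Red blood cells carried over into the cultures of some fish are a candidate source of the signal of the red blood cell probes. All 4 kinds of these transcripts lay on the same side of their mean on 20 of 24 arrays, where 3 would be expected by chance, and 94.8% of the spread of their mean lay between fish. The arrays of a fish are not independent, so these counts overstate the contrast with chance. The sterol synthesis transcripts lay on the same side on 20 of 24 arrays too, where 6 would be expected. Such a count is therefore not specific to red blood cells. The study picked all 17 probes on these arrays as probes that move with diet, which leaves carry-over and a difference in expression in the MLCs unable to be separated, and levels of globin transcripts were not analysed here. Within FO7, the mean of the list in PBS was -2.34 in fish 3 and 1.87 in fish 5.

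For the sterol synthesis probes, the mean of the list was higher in FO5 by 0.56 in PBS and 0.85 in pIC. Whether the difference was already there in full before stimulation stays open. No difference between diets in the change by pIC was detected (exact two-sided permutation p = 0.234), which does not show that there was none. An effect of diet and an effect of the tank of each fish, which is not in the labels, both stay open.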
